# Lamin B1 is required for mature neuron-specific gene expression during olfactory sensory neuron differentiation

**DOI:** 10.1038/ncomms15098

**Published:** 2017-04-20

**Authors:** Crystal M. Gigante, Michele Dibattista, Frederick N. Dong, Xiaobin Zheng, Sibiao Yue, Stephen G. Young, Johannes Reisert, Yixian Zheng, Haiqing Zhao

## Abstract

B-type lamins are major constituents of the nuclear lamina in all metazoan cells, yet have specific roles in the development of certain cell types. Although they are speculated to regulate gene expression in developmental contexts, a direct link between B-type lamins and developmental gene expression in an *in vivo* system is currently lacking. Here, we identify lamin B1 as a key regulator of gene expression required for the formation of functional olfactory sensory neurons. By using targeted knockout in olfactory epithelial stem cells in adult mice, we show that lamin B1 deficient neurons exhibit attenuated response to odour stimulation. This deficit can be explained by decreased expression of genes involved in mature neuron function, along with increased expression of genes atypical of the olfactory lineage. These results support that the broadly expressed lamin B1 regulates expression of a subset of genes involved in the differentiation of a specific cell type.

## Abstract (web summary)

Emerging evidence suggests that lamins regulate gene expression during cellular differentiation. Gigante *et al*. show that lamin B1 is necessary for the upregulation of mature neuron-specific genes during olfactory neuron differentiation, and its deficiency leads to attenuated olfactory neuron response to odour in mice.

Lamins, nuclear intermediate filament proteins, are the major constituents of the nuclear lamina, a protein network under the nuclear envelope that functions in maintaining the structure and organization of the nucleus. Despite broad expression, lamins B1 and B2 appear to have specific roles in the development, differentiation and aging of certain tissues and cell types^1^. Lamins have speculated roles in regulating changes in and the long-term stabilization of gene expression during differentiation^2^,^3^, but studies have not yet shown a direct link between B-type lamins and the expression of genes involved in development. Furthermore, these roles for B-type lamins have recently been challenged by reports that lamin B mutant embryonic stem cells do not exhibit deficits in gene expression or gene association with the nuclear lamina^4^,^5^. The lack of in depth *in vivo* mutational studies have left the question of how B-type lamins regulate development, differentiation and aging unanswered.

Deletion of the gene encoding lamin B1 (*Lmnb1*) in mice produces severe defects in the development of the nervous system, while many other tissues remain intact^4^,^6^. Lamin B1 has been shown to have diverse functions in many cellular processes *in vitro* and in invertebrates^2^,^3^, and it remains unclear which functions of lamin B1 underlie the specific requirement in the nervous system. There have been reports that neuronal genes relocate to and from the nuclear lamina in correlation with changes in gene expression during differentiation or neuronal activation^7^,^8^,^9^,^10^,^11^,^12^,^13^,^14^, yet evidence showing a direct role for lamins in the expression of these genes is lacking. Unfortunately, the perinatal lethality and extensive cell death observed upon *Lmnb1* knockout in the embryonic nervous system has made *in vivo* analysis difficult.

We sought to investigate the role of lamin B1 in the development of neurons using the olfactory epithelium because it is a site of robust neurogenesis in adult animals. Resident stem and progenitor cells produce all neuronal and non-neuronal cell types of the epithelium throughout the lifespan of mammals in response to normal turnover or damage^15^,^16^,^17^. The differentiation of stem/progenitor cells into mature neurons involves characteristic changes in cellular morphology, connectivity and gene expression. The well-characterized neuronal differentiation program, the peripheral location and the robust, inducible neurogenesis make the olfactory epithelium an optimal system to study the role of lamin B1 in the development of neurons in adult animals.

We conditionally deleted *Lmnb1* from a population of postnatally established, quiescent stem cells in the olfactory epithelium and examined the differentiation and function of olfactory sensory neurons lacking lamin B1. In the absence of lamin B1, olfactory sensory neurons exhibit attenuated responses to odour stimulation and abnormal nuclear pore distribution. Using a combination of candidate and unbiased profiling approaches, we show that this functional deficit is likely the result of decreased expression of specific genes that are required in mature olfactory sensory neurons.

## Results

### *Lmnb1* conditional knockout in the adult olfactory epithelium

We designed a genetic system to deplete *Lmnb1* in the adult olfactory epithelium to avoid the perinatal lethality and wide spread cell death produced by lamin B1 knockout in the brain. *Lmnb1* knockout was confined to horizontal basal cells, a population of postnatally established resident olfactory epithelium stem cells^16^,^18^ by exploiting their expression of cytokeratin 5 (K5)^19^. Mice carrying a K5 promoter-driven Cre recombinase transgene (*K5Cre*^20^) were crossed to mice carrying a conditional *Lmnb1* allele^21^ (*Lmnb1*^*fl*^, Supplementary Fig. 1a). A Cre-dependent red fluorescent reporter allele^22^ (R26^Ai9^) was introduced to allow for the visualization and isolation of mutant horizontal basal cells and their progeny based on tdTomato (Tomato) fluorescence (Supplementary Fig. 1a–c).

Under laboratory housing conditions, horizontal basal cells are largely quiescent^23^,^24^. Accordingly, olfactory epithelia from mutant animals (*K5Cre;Lmnb1*^*fl/fl*^) were almost entirely composed of Tomato-negative *Lmnb1*^*fl/fl*^ cells, with the exception of Tomato-positive (presumptively *Lmnb1*^*−/−*^) horizontal basal cells (Fig. 1a, Supplementary Fig. 1c–d). Horizontal basal cells can produce all cell types of the olfactory epithelium upon tissue damage^16^,^18^, allowing us to induce expansion of *Lmnb1*^*−/−*^ cells through temporally controlled damage. We induced olfactory epithelium damage chemically using the drug methimazole (Supplementary Fig. 1e), which is known to activate horizontal basal cells^16^. Indeed, following regeneration, Tomato-positive cells (horizontal basal cells and progeny) were lamin B1-deficient in mosaic mutant olfactory epithelium based on antibody staining (Fig. 1b,c). By contrast, neighbouring Tomato-negative cells (*Lmnb1*^*fl/fl*^) exhibited normal lamin B1 staining (Fig 1b,c). Quantification of lamin B1 antibody staining revealed that 93.7% of all Tomato-positive cells were lamin B1 negative, compared to 3.5% of control cells (Supplementary Fig. 1d). Given the small minority (6.3%) of Tomato-positive cells expressing lamin B1, Tomato-positive cells in mosaic mutant epithelium will henceforth be referred to as *Lmnb1*^*−/−*^. Thus, recovery from injury produced a mosaic mutant olfactory epithelium, consisting of both control (*Lmnb1*^*fl/fl*^) and mutant (*Lmnb1*^*−/−*^) cells (Fig. 1; Supplementary Fig. 1).

*Lmnb1* mosaic mutant olfactory epithelia were grossly indistinguishable from control epithelia by DIC microscopy or DAPI staining at all time points analysed (Supplementary Fig. 1f, see below). Examination of sparse Tomato-expressing cells in mosaic mutant tissue revealed *Lmnb1*^*−/−*^ cells with the typical morphology of olfactory sensory neurons, stem cells, progenitors and supporting cells (Fig. 1d). Moreover, sparse Tomato-positive clones in mosaic mutant animals (*Lmnb1*^*−/−*^ cells) and control littermates (*Lmnb1*^*+/−*^ cells) consisted of similar proportions of sustentacular cells, neurons and progenitors (Supplementary Fig. 1g).

### *Lmnb1* knockout produces attenuated olfactory neuron response

Given that many *Lmnb1*^*−/−*^ cells exhibited the typical bipolar morphology of mature neurons, we tested if olfactory sensory neuron function was affected by *Lmnb1* knockout. We recorded the electrical responses of single, dissociated *Lmnb1*^*−/−*^ olfactory sensory neurons to odour stimulation using the suction pipette technique^25^. Tomato-positive *Lmnb1*^*−/−*^ (mutant) or *Lmnb1*^*+/−*^ (control) olfactory neurons were dissociated from mosaic mutant or mosaic heterozygote epithelia, respectively, and stimulated with a two-odorant mixture (Cineole and Acetophenone). Fewer mutant neurons responded to odour stimulation, and, for neurons that did respond, the response amplitude was much smaller in mutant cells compared to controls (Fig. 1e–i). At 100 μM of each odorant, the highest concentration tested, 19% of mutant neurons responded, compared to 32% of control neurons, and the average response amplitude of mutant neurons was less than half of that in controls (Fig. 1e,g). Dose-response analysis revealed significant decreases in the average response amplitude of mutant cells at all concentrations above 10 μM of the odorant mixture (Fig. 1h,i). Moreover, the dose-response relation appeared flattened in mutant neurons (Fig. 1i), showing that lack of lamin B1 disrupted the neurons' ability to dynamically encode odorant concentration. The decrease in both the number of odorant-responsive cells and the response size suggests a role for lamin B1 in the formation of functional olfactory sensory neurons.

### Lamin B1 is required for proper nuclear pore distribution

Lamins are generally believed to maintain the structure and organization of the nuclear periphery^2^, and several recent studies have underscored the importance of the nuclear envelope in the differentiation of neurons and other cell types^26^. We, therefore, examined the nuclei of *Lmnb1*^*−/−*^ cells in the olfactory epithelia. Both gross nuclear shape and the expression pattern of lamin B2 appeared unchanged in *Lmnb1*^*−/−*^ cells (Supplementary Fig. 2a–c). Despite normal staining pattern for lamin B2, antibody staining revealed clustered nuclear pore complexes in *Lmnb1*^*−/−*^ cells, while nuclear pores were evenly distributed in neighbouring *Lmnb1*^*fl/fl*^ cells in mosaic mutant tissue and in all cells in control tissue (Fig. 2a–c).

Mature olfactory sensory neurons exhibit a unique nuclear reorganization of peripheral heterochromatin to one or a few chromocenters in the nucleoplasm during differentiation, through a process involving the downregulation of Lamin B Receptor and lamin A/C^8^,^27^. *Lmnb1* knockout did not impact the formation of these chromocenters (Fig. 2d,e), which can be observed as DAPI bright foci enriched in HP1, H4K20me3 and H3K9me3 (ref. 8). Accordingly, cells in the neuronal layer of *Lmnb1* mosaic mutant olfactory epithelia were negative for LBR and lamin A/C staining (Supplementary Fig. 2d,e).

Altogether, these data show that lamin B1 is not required for all aspects of nuclear architecture in the olfactory neuron lineage but is necessary to maintain even nuclear pore distribution.

### *Lmnb1* facilitates mature olfactory sensory neuron formation

The abnormal response and nuclear pore distribution of *Lmnb1*^*−/−*^ neurons prompted us to investigate any cellular and molecular changes that may underlie or result from these phenotypes. We employed a candidate approach to investigate all stages of olfactory neuron differentiation from stem cells.

Lamin B1 has been implicated in mitosis, cell cycle and cell death, yet neither proliferation rate nor number of apoptotic cells nor tissue thickness differed between mosaic mutant and control olfactory epithelia at any time point examined (Fig. 3a–c). Moreover, the expansion of *Lmnb1*^*−/−*^ stem cells was comparable to control (*Lmnb1*^*+/−*^) stem cells, based on histology and flow cytometry (Fig. 3d, Supplementary Fig. 3a,b). Regenerated *Lmnb1* mosaic mutant epithelia exhibited the stereotypical olfactory epithelium cellular organization. Sustentacular cells, olfactory progenitors and immature neurons were present in the mosaic mutant olfactory epithelium in a pattern similar to the control (Fig. 3e–i, Supplementary Fig. 3a–c). Many *Lmnb1*^*−/−*^ cells expressed markers of neural progenitors (Sox2 and LSD1) and immature neurons (GAP43) (Fig. 3e–i). Moreover, *Lmnb1*^*−/−*^ Tomato-positive nerves innervated glomeruli of the olfactory bulb (Supplementary Fig. 3d,e), the target of olfactory sensory neurons, suggesting that *Lmnb1*^*−/−*^ cells were capable of becoming immature olfactory sensory neurons.

In contrast, *Lmnb1*^*−/−*^ cells were either decreased in or devoid of olfactory marker protein (OMP), the most widely used marker of mature olfactory sensory neurons (Fig. 4a,b). This observation was confirmed by western blot of mosaic mutant olfactory mucosa, which revealed decreased expression of OMP and a second mature neuron protein, adenylyl cyclase 3 (AC3) in fully regenerated samples (Fig. 4c,d, Supplementary Fig. 4a,b), when the epithelium is composed of mostly mature neurons^16^,^28^. Mutant olfactory mucosa displayed decreased levels of lamin B1 in all samples that had undergone regeneration (Fig. 4c,d, Supplementary Fig. 4a,b), even though samples were prepared from mosaic tissue. In contrast, levels of GAP43, lamin B2 and actin were comparable to controls at all time points (Fig. 4c,d, Supplementary Fig. 4a,b). Taken together, these data suggest that *Lmnb1*^*−/−*^ cells are capable of becoming immature neurons but have reduced ability to become mature neurons.

One of the earliest events in olfactory sensory neuron maturation is odorant receptor expression^29^, where each mature neuron expresses strictly one allele of one odorant receptor gene out of over 1,200 genes in the mouse genome^30^,^31^,^32^. We investigated the expression of an odorant receptor reporter allele, *M72-IRES-tauLacZ* (ref. 33) in *K5Cre;Lmnb1*^*fl/fl*^ mice. Whole mount X-gal staining of *Lmnb1* mosaic mutant olfactory epithelia revealed a significant decrease in the number of cells expressing odorant receptor M72 4 weeks after regeneration (Fig. 4e,f, Supplementary Fig. 4c). Independently, the number of cells expressing a different odorant receptor reporter, *P2-IRES-tauLacZ* (ref. 34), was also decreased (Fig. 4f, Supplementary Fig. 4d). Zonal distribution (Fig. 4e) and axon targeting of either P2 or M72 olfactory neurons to the olfactory bulb was comparable to controls Given no evidence of increased cell death in mutant tissue (Fig. 3a–c), fewer cells expressing a given odorant receptor could suggest altered odorant receptor expression. Altogether, these results support a requirement for lamin B1 in the formation of mature olfactory sensory neurons.

### Transcriptome analysis of *Lmnb1* ^*−/−*^ cells

We observed decreased expression of several mature neuron proteins in mosaic *Lmnb1* mutant olfactory epithelium (Fig. 4, Supplementary Fig. 4); however, we did not observe a compensatory increase in any other cell type, including immature neurons or neural progenitors (Fig. 3, Supplementary Fig. 3). This led us to take an unbiased profiling approach to investigate the molecular cause underlying the disruption in mature neurons upon *Lmnb1* knockout.

*Lmnb1*^*−/−*^ cells were isolated from mosaic mutant olfactory epithelia by fluorescence-activated cell sorting based on Tomato fluorescence 4 weeks after damage-induced regeneration (Supplementary Fig. 5a,b), the earliest time point at which decreases in mature neuron proteins were observed (Fig. 4, Supplementary Fig. 4). Sorted Tomato positive, *Lmnb1*^*+/−*^ cells were used as controls. PCR of complementary DNA (cDNA) from sorted cells revealed *Lmnb1* transcript depletion in cells sorted from mosaic mutant epithelia compared to control (Fig. 5a). RNA-seq was performed using RNA extracted from >150,000 sorted cells, resulting in >50 million 50 bp reads per sample (GSE80044). Differential expression analysis using edgeR (Bioconductor) revealed 626 genes significantly downregulated (Supplementary Data 1) and 185 genes upregulated (Supplementary Data 2) in *Lmnb1*^*−/−*^ cells compared to *Lmnb1*^*+/−*^ controls (FDR<0.05) (Fig. 5b,c, Supplementary Fig. 5c). An independent ChIP-seq analysis of active promoter mark, H3K4me3, by FARP-ChIP-seq for low-cell number^35^ revealed that changes in gene expression correlated with changes in the accumulation of H3K4me3 at promoter regions in sorted *Lmnb1*^*−/−*^ cells (GSE80290, Fig. 5d,e, Supplementary Fig. 5d–g). Furthermore, the expression levels of several candidate genes determined by qPCR of lamin B1 mosaic mutant olfactory epithelium correlated with RNA-sequencing results (Supplementary Fig. 6a).

Gene ontology (GO) analysis of genes upregulated in *Lmnb1*^*−/−*^ samples revealed three categories that reached statistical threshold (FDR<0.05): lipocalin superfamily, cell cycle and extracellular matrix (Supplementary Data 3). 11 of the 185 upregulated genes were members of the lipocalin superfamily, associated with odorant binding (Supplementary Data 2). We also found several genes involved in immune response, cell death and DNA packaging (specifically Histone H1 variants). Many of the genes upregulated in *Lmnb1*^*−/−*^ cells are not known to be highly expressed in any cell type of the olfactory epithelium, including several genes involved in diverse signalling pathways. For instance, *Lmnb1*^*−/−*^ cells expressed high levels of g protein subunit *Gng5*, which is not typically expressed in olfactory neurons. One exception was the up regulation of Pax6, which is typically expressed in the olfactory epithelium in a subset of progenitors, supporting cells and duct cells^36^. The upregulation of genes not typically expressed in the olfactory neuron lineage supports the idea that *Lmnb1*^*−/−*^ cells are not simply arrested in an immature state or becoming another olfactory epithelium cell type but may be acquiring an atypical fate. Alternatively, *Lmnb1*^*−/−*^ cells may be arrested in a normally transient stage of development that has not yet been characterized.

Even though the sorted cells used for RNA-seq included stem cells, progenitors, neurons and supporting cells, GO analysis of genes downregulated in *Lmnb1*^*−/−*^ cells revealed many processes specific to neurons (Supplementary Data 4). Many downregulated genes were specific to mature olfactory sensory neurons, including members of the olfactory signal transduction cascade (Fig. 5c). Comparison of changes in gene expression in *Lmnb1*^*−/−*^ cells with published transcriptome datasets for individual olfactory epithelium cell types^37^,^38^ revealed correlation between differentially expressed genes and genes expressed in mature neurons but not with genes expressed in other cell types of the epithelium (Supplementary Fig. 6b–i), supporting a specific deficit in the expression of mature olfactory neuron genes in *Lmnb1*^*−/−*^ cells.

We next examined the expression of genes that are known to regulate olfactory sensory neuron maturation, including genes involved in genome reorganization^8^,^39^, epigenetic changes^38^,^40^, transcription factor expression^41^, the unfolded protein response^42^ and protein feedback^43^,^44^,^45^. A total of 27 odorant receptors were downregulated in *Lmnb1*^*−/−*^ cells, including *Olfr17* (P2), but the variation between samples for most odorant receptors was too high to make conclusions (Supplementary Fig. 6b). Genes involved in the unfolded protein response, cilia trafficking, axon targeting and activity-dependent feedback were downregulated in *Lmnb1*^*−/−*^ cells, while genes involved in heterochromatin reorganization and epigenetic changes during neuronal maturation were unchanged. A total of 11 out of 35 genes involved in odorant receptor expression were differentially expressed in in *Lmnb1*^*−/−*^ cells; out of 45 genes expressed in the nuclear lamina, zero were differentially expressed in *Lmnb1*^*−/−*^ cells (gene lists can be found in Supplementary Data 5).

Enrichment of H3K9me3, a marker of constitutive heterochromatin, occurs at odorant receptor clusters during olfactory neuron differentiation and is thought to be involved in odorant receptor regulation and silencing^40^,^46^. 

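The H3K9me3 data consist of 4 libraries, from 2 Lmnb1+/- control mice and 2 Lmnb1-/- mutant mice. FARP-ChIP-seq is a chromatin immunoprecipitation method for low cell numbers, and about 500000 Tomato-positive cells were sorted from each mouse 4 weeks after 50 mg per kg methimazole. Each replicate is a littermate pair of 1 control and 1 mutant. The authors mapped the reads to the mm9 genome with bowtie, keeping unique alignments, and called islands of enrichment in each library separately with SICER, using windows of 200 bp, gaps of up to 600 bp and an E-value of 0.01. The deposited values are the position of each island and its SICER score, which sums over the windows of the island how improbable their read numbers are given the average of that library. A score therefore rises with depth, with enrichment and with island length. No input library and no read counts are used here, so the read densities in the paper's figures were not recomputed.

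The paper gives about 50000000 reads of 50 bp per sample. The reads that entered the scores were fewer than that. The scores of islands made of 2 windows are whole-number solutions of SICER's formula, from which the average number of reads per 200 bp window was worked out as 1.41 in control 1, 2.54 in control 2, 1.43 in mutant 1 and 2.18 in mutant 2. With a mappable share of 0.74 of an mm9 length that comes from outside these files, these averages correspond to 13859192, 24947022, 14086083 and 21407561 reads, respectively. Control 1 had 2038 islands, control 2 had 5658, mutant 1 had 2905 and mutant 2 had 1964, so that mutant 2 had the fewest islands although only control 2 had more reads per window. The median island length was 8.6 kb in control 1, 5.6 kb in control 2, 8.4 kb in mutant 1 and 8.2 kb in mutant 2. Scores were not scaled between libraries by the authors. Scores in merged regions were scaled here before they were tested. Scores per covered kb are given as deposited.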

To determine if lamin B1 affected the distribution of this marker at odorant receptor loci and across the genome, H3K9me3 FARP-ChIP-seq was performed on sorted Tomato-positive *Lmnb1*^*−/−*^ and *Lmnb1*^*+/−*^ cells. Precipitated DNA was sequenced producing ∼50 million 50 bp reads per sample (*n*=2, GSE80290). 

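Islands numbered 3848 ± 2560 (SD, n = 2) in control libraries and 2434 ± 665 (SD, n = 2) in Lmnb1-/- libraries, a log2 ratio of -0.66 (exact permutation test, two-sided, p = 0.667). The smallest p that this permutation test allows with 2 libraries against 2 is 0.333, so no single value could pass 0.05 in it. The 2 littermate pairs went in opposite directions, with log2 ratios of 0.51 and -1.53, and the mean with the replicate block, that is within pairs, was -0.51. Islands covered 30.4 ± 12.8 Mb (SD, n = 2) of the genome in controls and 24.0 ± 8.25 Mb (SD, n = 2) in mutants, a log2 ratio of -0.34 without the block and -0.31 with it. It was -0.00 with the 1964 highest scoring islands of each library. The mean score per covered kb was 23.3 ± 2.80 (SD, n = 2) and 22.8 ± 0.522 (SD, n = 2), respectively. Leaving out control 2 moved the number of islands most, to a log2 ratio of 0.26.

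Where islands lay was compared by the share of covered bp that 2 libraries had in common, out of all bp covered by either. This share was 39.3% for the 2 controls and 38.5% for the 2 mutants. Between genotypes it was 48.4% for the littermates of replicate 1 and 32.2% for those of replicate 2. It was 41.1% for control 1 with mutant 2 and 45.1% for control 2 with mutant 1. The mean for libraries of the same genotype minus that for libraries of different genotypes was -2.83 percentage points. It was -0.46 points with equal numbers of islands, -0.99 when islands covered to at least 50% by the other library were counted, and 4.16 when the shared bp were taken over the smaller of the 2 sets. The same difference was -0.72 for the split by littermate pair and 3.54 for the crossed split (control 1 with mutant 2 against control 2 with mutant 1). Over the smaller set these were 5.40 and -9.56. Islands moved by a random distance along their chromosomes shared 0.66% on average and 3.35% at most, over 100 such moves for each of the 6 pairs of libraries. Of the regions obtained by merging the islands of the 4 libraries, 187 had an island in both controls and in neither mutant, and 33 had one in both mutants and in neither control. Splitting the same 4 libraries by littermate pair gave 41 and 203 such regions. The crossed split gave 7 in control 1 and mutant 2 only and 603 in control 2 and mutant 1 only.

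Scores in 2801 merged regions called in at least 2 libraries were compared with limma on log2(score + 64.7), the smallest island score in any library, after scaling on the regions called in all 4. An adjusted p under 0.05 (limma, Benjamini-Hochberg) was reached by 1 region. It lies on the mitochondrial chromosome from 1 to 6400 and was higher in mutants, with a log2 fold change of 5.87 (standard error 0.52, adjusted p = 0.021 from limma). Control 1 had no island there, so the size rests on the pseudocount. It was 3.13 with 10 times this pseudocount and 9.28 with a pseudocount of 1. An unadjusted p under 0.05 was found for 163 regions. With the littermate pair as replicate block, 1 region passed again, with the same log2 fold change and a standard error of 0.59. The adjusted p of this region (limma) was above 0.05 with 5 of the 9 other settings set beforehand in which it could be tested. Deviations of same-numbered libraries from their group means had a correlation across regions of -0.02, where regions are not independent replicates. The region scores thus showed no pairing of the libraries, but this does not extend to every measure. From replicate 1 to replicate 2, the number of islands rose in controls and fell in mutants. The score inside the odorant receptor clusters relative to outside fell in both. The count of regions past the threshold depended most on the pseudocount. With a pseudocount of 1, which sets regions without an island far below all others, 199 regions passed. With the same pseudocount the split by littermate pair gave 153 regions and the crossed split 610. Adding the replicate block to the genotype comparison there, which was chosen after seeing the data, gave 0. Of 1398 bins of 1 Mb, compared by their percent of the covered bp of the library, 0 had an adjusted p under 0.05 and 46 an unadjusted p under 0.05. Paired by littermates, these numbers were 0 and 35. On simulated values with the spread of these libraries, the test recovered 200 of 200 regions changed by 8 on the log2 scale, 191 of 200 changed by 4 and 0 of 200 changed by 2. It recovered 55 of 200 bins changed by 8 and 0 of 200 changed by either 4 or 2. The simulated shifts had no floor, while a region without an island can fall no lower than log2(64.7) before scaling. The median island score of a library was 95.6 to 119.9, so losing an island of that score changes the value by less than 2. Loss of such islands could thus go unseen in this test.

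The clusters of odorant receptor genes drawn in the figures were taken from 37.6 to 40.0 Mb on chromosome 9, from 113.8 to 114.2 Mb and from 115.0 to 116.1 Mb on chromosome 7, and from 85.2 to 90.2 Mb on chromosome 2 of mm9. Together they span 8.9 Mb. Islands covered 52.3% ± 4.91 (SD, n = 2) of this length in controls and 45.6% ± 13.5 (SD, n = 2) in mutants, a difference of -6.69 percentage points (exact permutation test, two-sided, p = 0.667). The difference from the littermate control was 6.32 points for mutant 1 and -19.7 points for mutant 2, and without mutant 2 the difference of the means was 2.85 points. With all 4 libraries the difference of the means is larger than the SD of the controls and smaller than that of the mutants. The clusters held 16.5% ± 5.51 (SD, n = 2) of all covered bp in controls and 17.0% ± 0.856 (SD, n = 2) in mutants. The log2 ratio of this share was 0.05, or 0.09 with the replicate block (exact permutation test without the block, two-sided, p = 1.000). It was -0.17 with equal numbers of islands per library. The score inside the clusters relative to outside had a log2 ratio of -0.12, or -0.11 paired by littermates (exact permutation test without the block, two-sided, p = 0.667). It was lower in the mutant of both pairs, with log2 ratios of -0.17 and -0.05, and ranged from -0.36 to 0.17 when each library in turn was left out. The score outside includes the 5 merged regions whose lowest score among the 4 libraries was highest. They held 16.9% of the summed score in control 1, 14.3% in mutant 1, 12.4% in control 2 and 21.2% in mutant 2. The ratio was not recomputed without them, so the lower value in mutant 2 than in control 2 may rest on these regions. The paper states its result for the genome and for the clusters by reference to the read densities in Fig. 5f,g and Supplementary Fig. 5h-i.

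**Figure D1:**
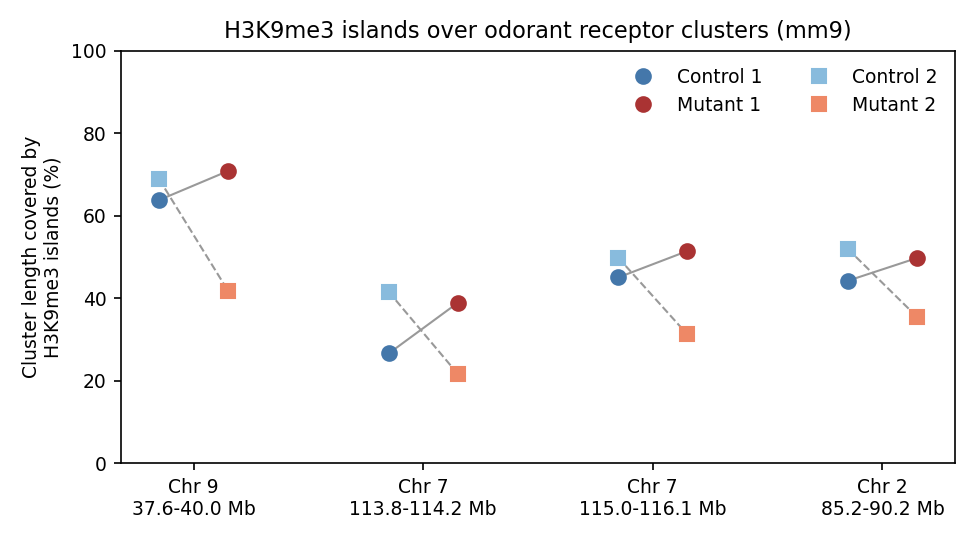
Percent of the length of each odorant receptor cluster covered by H3K9me3 islands (vertical axis) in each of the 4 clusters (horizontal axis, positions in mm9). Circles are replicate 1 and squares replicate 2, blue for controls and red or orange for mutants, and lines join littermates. Mutant 1 lies above control 1 and mutant 2 below control 2 in all 4 clusters.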

There were no changes in the distribution of H3K9me3 across the genome or at odorant receptor clusters in *Lmnb1*^*−/−*^ cells (Fig. 5f,g, Supplementary Fig. 5h–i).

Transcriptome and ChIP analyses of *Lmnb1*^*−/−*^ cells complemented the electrophysiological and protein expression findings, leading us to conclude that lamin B1 is dispensable for early differentiation in the olfactory sensory neuron lineage, but is required for the formation of functional mature neurons. Furthermore, the gene expression changes caused by *Lmnb1* mutation suggest a role for lamin B1 in the upregulation of mature neuron-specific genes during differentiation.

## Discussion

The findings of this study establish a link between lamin B1 and *in vivo* developmental changes in gene expression. We report distinct decreases in the expression of mature neuron-specific genes and upregulation of genes not typically highly expressed in the olfactory lineage. This aberrant gene expression likely underlies the disrupted function of *Lmnb1* mutant cells, where *Lmnb1*^*−/−*^ neurons exhibited reduced, altered odorant response along with a decrease in the number of cells responsive to odour stimulation. Together, our data support a necessary role for lamin B1 in cell type-specific gene expression during development that is required for proper cell function.

Olfactory neuron differentiation involves extensive regulation to ensure that terminal differentiation does not proceed until a functional odorant receptor is expressed. Previous studies have shown that disrupting olfactory neuron differentiation results in decreases in mature neurons accompanied by accumulation of immature neurons and progenitors and/or increased cell death and epithelium thinning^8^,^41^,^42^,^47^,^48^,^49^. We report a novel phenotype upon *Lmnb1* mutation, whereby *Lmnb1*^*−/−*^ cells progress through early stages of differentiation normally yet display defects at the final stage of olfactory sensory neuron maturation with no changes in cell death, tissue thinning or increase in any other cell type in the epithelium. The increased expression of genes not known to be highly expressed in any cell type of the olfactory epithelium may represent an arrest at a transient stage of neuronal development that is not typically observed, which may offer further opportunities to investigate olfactory neuron development.

We provide several lines of evidence that expression of at least a few odorant receptors is perturbed in *Lmnb1*^*–/–*^ cells. Previous studies have suggested that the concerted action of heterochromatin inversion, epigenetic changes, transcription factor expression, the unfolded protein response and odorant receptor signalling ensure expression of exactly one functional odorant receptor (for review, see Monahan and Lomvardas^50^ and Rodriguez^51^). We found evidence for normal heterochromatin inversion, epigenetic changes at odorant receptor genes, and expression of epigenetic modifiers in *Lmnb1*^*–/–*^ cells, while observing decreased expression of transcription factors, members of the unfolded protein response, odorant receptor chaperones, odorant receptors and olfactory signal transduction proteins, including AC3, in *Lmnb1*^*–/–*^ cells. A recent study suggests that AC3 is one of the earliest proteins expressed as part of a feedback loop that regulates odorant receptor expression^42^,^48^. Thus, the decreased levels of AC3 in *Lmnb1*^*−/−*^ cells may result in the defects in odorant receptor expression we observed. Further investigation into odorant receptor regulation is needed to distinguish if *Lmnb1*^*–/–*^ cells have exited the feedback loop^42^,^48^, if *Lmnb1* mutation has revealed an additional layer of regulation, or if *Lmnb1* mutation results in defects upstream of odorant receptor expression during development.

The specific terminal differentiation phenotype produced by *Lmnb1* knockout in the olfactory epithelium is also in stark contrast to the cell cycle defects, massive cell death and improper migration observed upon *Lmnb1* knockout in the developing brain and retina^4^,^6^,^52^. Lamin B2 was the first B-type lamin implicated in nervous system development^53^; however, knockout of lamin B1 causes more severe neural defects^4^,^6^,^52^. Either targeted^6^ or germ line^4^ deletion of *Lmnb1* in mice produces widespread neural cell death, disrupted neuronal migration and decreased brain size late in embryonic development despite normal brain patterning during early development, which may be caused by a defect in neuronal differentiation. In humans, *Lmnb1* duplications have been linked to demyelinating leukodystrophy^54^, and *Lmnb1* polymorphisms have been linked to neural tube defects^55^. Future studies are needed to address if lamin B1 regulates gene expression during differentiation in other neuronal systems.

B-type lamins have been implicated in many cellular processes, so determining the role of an individual lamin in one process can be difficult, especially in the case of multiple severe phenotypes. The unique approach taken to knockout *Lmnb1* in the adult olfactory epithelium provides several advantages. In a mosaic knockout tissue, potential non-cell autonomous defects caused by *Lmnb1* knockout in a given cell could be compensated by nearby *Lmnb1*-expressing cells. Thus, our findings support at least a cell autonomous role for lamin B1 in olfactory neuron differentiation. In addition, as olfactory neuron differentiation in the adult olfactory epithelium mirrors differentiation during embryonic development in many ways, we expect that lamin B1 would play a similar role during embryonic development.

Disruption of B-type lamins has resulted in nuclear blebbing and/or disrupted nuclear pore organization in several cell types^6^,^21^,^56^,^57^,^58^,^59^. There is evidence that at least some aspects of lamin function, including nuclear pore distribution, may rely more on total lamin concentration than on a specific lamin type^57^. There is also evidence that lamin B1 and lamin B2 have distinct roles *in vivo* in the nervous system^4^,^60^. Mature olfactory sensory neurons do not express A-type lamins^8^, and it is possible that the level of lamin B2 alone is insufficient to compensate the function of lamin B1. Consistent with this, we did observe disrupted distribution of nuclear pore complexes in *Lmnb1*^*−/−*^ cells.

Nuclear pores are important in nuclear transport, cell signalling, genome organization and gene expression, and several recent studies have underscored the importance of nuclear pore complexes and nuclear transport in the regulation of cell fate and differentiation in neurons and other cell types^26^,^61^. In fact, B-type lamins have been shown to ensure nuclear retention of phosphorylated Erk by maintaining the even distribution of nucleoporins or nuclear pores in both *Drosophila*^58^ and cultured mouse neurons^62^. It is, therefore, possible that abnormal nuclear pore distribution may underlie the changes in gene expression observed upon *Lmnb1* mutation in the olfactory lineage.

In general, B-type lamins are thought to regulate gene expression through repression of genes at the nuclear periphery^63^,^64^. This repressive role of lamins is based on observations that regions of the genome associated with the nuclear lamina exhibit low gene density, low expression and epigenetic signatures of heterochromatin; that experimentally targeting genes to the nuclear lamina can, though does not always, result in gene repression; and that lamin depletion has resulted in de-repression of silent genes in some cases^2^,^3^. Mature olfactory sensory neurons, however, exhibit a unique organization of most heterochromatin away from the nuclear periphery^8^,^65^, where it is unlikely to be in direct contact with lamin B1. In contrast to being a general repressor of gene expression, we find that lamin B1 is required for the upregulation of lineage-specific genes involved in mature neuron function. Our observations, therefore, suggest that lamin B1 may play a broader role in gene expression than has previously been appreciated.

Gene association with the nuclear lamina can be rather dynamic, and several neuronal genes relocate to and from the nuclear lamina in correlation with changes in gene expression during differentiation or neuronal activation^7^,^8^,^9^,^12^. Lamin B1 association with genomic loci is most frequently determined by identifying regions of the genome methylated by a lamin B1-DNA adenine methyltransferase fusion protein (DamID)^66^; however, it is currently not feasible to perform DamID in olfactory sensory neurons due to the inability to culture them. Expression of genes that associate with lamin B1 in several tissue culture cells^7^ seems unaffected by *Lmnb1* knockout in olfactory sensory neurons (Supplementary Fig. 6k–n). Future technological advances that allow for the global analysis of chromatin-lamin association during olfactory neuron differentiation will shed light on the whether lamin B1 affects locus-specific organization or some other aspect of genome organization during olfactory sensory neuron differentiation.

Lastly, our examination of the olfactory epithelium revealed high expression of *Lmnb1* in mature olfactory neurons, leading us to wonder if lamin B1 plays a role in the maintenance of mature, postmitiotic neurons of the olfactory epithelium. To address this question, we attempted to use the OMP-Cre mouse line^67^ to knockout *Lmnb1* in mature olfactory sensory neurons (Supplementary Fig. 7). We observed clear evidence of recombination of genomic DNA in the olfactory epithelium of the OMP-Cre-driven conditional *Lmnb1* mutants (*Omp*^*Cre/+*^*;Lmnb1*^*fl/fl*^), but saw no changes in lamin B1 antibody staining in mutant olfactory epithelium (Supplementary Fig. 7a–c). We further found no difference in the number of OMP-positive mature neurons, tissue thickness, cell death or proliferation in OMP-Cre-driven conditional *Lmnb1* mutants (Supplementary Fig. 7d–g). We did not observe any evidence of lamin B1 protein depletion in the olfactory epithelium of OMP-Cre-driven knockout mice, even after six months of age. The lack of lamin B1 protein depletion in *Omp*^*Cre/+*^*;Lmnb1*^*fl/fl*^ olfactory epithelium could arise from inefficient recombination, despite the evidence of recombination that we observed. Alternatively, lamin B1 protein may be very stable in postmitotic neurons, which is supported by several lines of evidence in the literature. First, a peptide-labelling screen identified lamin B1 as one of the most stable proteins in neurons of the adult brain^68^. Another group has identified lamin B1 as a very stable protein in the retina^52^. Second, to date, all published strategies to knock out *Lmnb1* or *Lmnb2 in vivo* in mice have been targeted to stem cells or other proliferative cell populations. Employing this strategy, B-type lamin knockout has been successful in the whole embryo^4^,^53^,^56^, keratinocytes of the skin^21^, progenitors of the forebrain^6^, and stem cells in the olfactory epithelium (this study). Still, it remains unclear whether the failure to deplete lamin B1 in mature olfactory neurons was caused by lamin stability, incomplete recombination, or both. Regardless the reason, lamin B1 protein was not depleted in the *Omp*^*Cre/+*^*;Lmnb1*^*fl/fl*^ line, leaving the role of *Lmnb1* in the maintenance of mature, postmitotic neuron maintenance currently unclear.

## Methods

### Mice

Mice were housed in 12-h light/dark cycle with access to food and water ad libitum. All procedures relating to mouse care and treatment were approved by and performed in accordance with the guidelines of the Animal Care and Use Committees of Johns Hopkins University and Monell Chemical Senses Center. Female and male mice maintained on a mixed genetic background aged 2–6 months were used in all assays. Mutant animals and littermate controls were assigned to the same treatment group; experimental methods and analyses were randomly assigned to the entire treatment group. All data collection was performed using numeric animal identifiers; animal genotype was later decoded and used for data analysis.

*Lmnb1*^*fl*^ mice contain *Lmnb1* exon 2 flanked by lox sites, resulting in a null allele upon Cre-mediated recombination^21^ (Supplementary Fig. 1a). *K5Cre* mice contain a transgene for Cre recombinase under the Keratin 5 promoter^20^. Within the olfactory epithelium, K5 expression is limited to the horizontal basal cells; however, K5 is abundant in the epidermis, yet *Lmnb1* knockout does not produce a phenotype in the epidermis^21^. Mice containing a Cre-dependent red fluorescent reporter allele (*Rosa*^*tdTomato*^, *R26*^*Ai9*^) were obtained from Jackson Laboratories^22^. P2-IRES-tauLacZ and M72-IRES-tauLacZ mice contain knock-in alleles of a fusion *tau-LacZ* downstream of an internal ribosome entry site following the coding sequence of the endogenous P2 or M72 odorant receptor gene^33^,^34^. *Omp*^*Cre*^ mice contain Cre recombinase knocked in at the endogenous *Omp* locus^67^. To reduce the potential influence of strain background, all *K5Cre, Omp*^*Cre*^, and *Lmnb1*^*fl*^ mice were backcrossed to the B6 background for at least five generations.

### Stem cell activation through methimazole-induced damage

Mice 2–3 months of age were given two 50 mg per kg intraperitoneal injections of methimazole (Sigma M8506) three days apart^28^. Mice recovered 1–8 weeks after the second injection before tissue collection (Supplementary Fig. 1C).

### Antibody staining

All procedures were performed following standard protocol. Mice were transcardially perfused with PBS followed by 4% paraformaldehyde solution. Heads were postfixed in 4% paraformaldehyde, decalcified in 250 mM EDTA PBS at 4 °C over 3–6 days, cryoprotected in 30% sucrose PBS 4 °C for 3–6 additional days, then frozen in Tissue-Tek O.C.T compound and stored at −20 °C until cryosectioning, except for lamin A/C staining, which was performed on unfixed tissue sections that were post-fixed in methanol-acetone. 10 μm thick sections were subjected to immunofluorescence following standard protocol. All antibodies and dilutions are described in Table 1. Slides were mounted in Fluoromount and imaged on a Leica Sp5 confocal microscope. Tomato signal is endogenous fluorescence. All control images are from littermates in the same treatment group as the mutant animal. Reported cell death rate (cleaved caspase three positive cells per mm) for each animal (*n*) is an average of at least 15 fields of view taken from similar olfactory regions; ∼10 mm of tissue was counted for each animal. Tissue thickness for a given animal (*n*) was determined using at least 10 fields of view; similar areas of epithelium were examined in each animal.

For lamin B1 knockout quantification, cells in the neuron layer of the olfactory epithelium were counted as either positive or negative for lamin B1 antibody staining. All cells within a given field were counted. Olfactory epithelia were from *K5Cre;Lmnb1*^*fl/fl*^ (mosaic mutant) and *K5Cre;Lmnb1*^*fl/+*^ (mosaic control) littermate mice from the same treatment group. Data shown are from five sets of littermate mice; over 200 cells were counted for each mouse.

The numbers of different cell types produced by control (*Lmnb1*^*+/−*^) and mutant (*Lmnb1*^*−/−*^) horizontal basal cells were determined by the morphology and tissue stratification of Tomato positive cells within clones after tissue regeneration. Rectangular cells at the apical surface with basal nuclei were counted as sustentacular cells, tear shaped cells with processes that were located in the middle layer of the epithelium were counted as neurons, and rounded cells with no obvious processes at the base of the epithelium were counted as progenitors. Bowman's gland cells and other minor cell types were ignored in this analysis due to their rarity. Per cent of cells considers only those cell types that were counted. Olfactory epithelia were from *K5Cre;Lmnb1*^*fl/fl*^ (mosaic mutant) and *K5Cre;Lmnb1*^*fl/+*^ (mosaic control) mice. Data shown are from five sets of littermate mice; over 100 cells were counted for each mouse; images used in this study were also used in the lamin B1 knockout quantification described above. Graphing and statistical analyses were performed in Prism 6.

### Western blotting

All procedures were performed following standard protocol. Whole olfactory mucosa was homogenized after mice were transcardially perfused with PBS. Protein estimations were performed using Pierce BCA Assay Kit (Life Technologies). Total protein of 25–50 μg was used for western blotting following standard protocol. Each sample (*n*) was taken from a single mouse; each sample was tested for all proteins; littermate controls that were part of the same treatment group were used for all mutant animals. Antibodies and dilutions are described in Table 1. Blots were developed using Perkin Elmer ECL Plus Lightning substrate (NEL105001EA), exposed to X-ray film and converted to scanned images. Relative protein abundance was determined by pixel intensity using ImageJ (NIH). Raw value for each band was normalized to beta actin for the same sample then reported relative to control average for each experimental group (littermates, same blot). Group normalization was performed to allow for comparison across different time points and account for any differences due to age and treatment group. Western blot images have been cropped for presentation, but full size images are presented in Supplementary Fig. 8 Graphing and statistical analyses were performed in Prism 6.

### EdU labelling

All procedures were performed following standard protocol. Mice were injected IP with 500 μl of 12.5 mg ml^−1^ EdU 24 h before tissue collection. EdU visualization was performed using Click-IT EdU labelling kit (Life Technologies C10337). Proliferation rate (EdU positive cells per mm) reported for a given animal (*n*) is an average of at least 12 fields of view. Fields of view were taken from similar olfactory regions across animals. Approximately 6 mm of tissue was counted for each animal. Graphing and statistical analyses were performed in Prism 6.

### Whole mount X-gal staining

All procedures were performed following standard protocol. Mice were perfused with PBS then exposed turbinates of bisected heads were subjected to whole mount X-gal staining following standard protocol^33^. Olfactory epithelia were imaged using a stereomicroscope under low magnification. Values reported for each animal (*n*) represent the positive cells on turbinates as an average of left and right sides, except where tissue was damaged. Data collected for each of the two tagged odorant receptor alleles are from two independent cohorts of animals. Graphing and statistical analyses were performed in Prism 6.

### Counting nuclear chromocenters

Number of DAPI-bright foci were counted for cells in the neuronal layer of the olfactory epithelium by analysing confocal Z-stacks of DAPI stained 10 μm cryosections from mosaic mutant animals containing Tomato reporter allele. Z stacks spanned 8 μm in Z direction. Nuclei were counted only if the entire nucleus was included in Z stack. Over 150 cells were counted for each of four animals from three or more fields of view. All animals were *K5Cre;Lmnb1*^*fl/fl*^ genotype. Graphing and statistical analyses were performed in Prism 6.

### Single cell electrophysiology

Responses of isolated olfactory sensory neurons were recorded using the suction-pipette technique^25^. Briefly, the cell body of an isolated olfactory sensory neuron was gently sucked into the tip of the recording pipette so that the cilia remain exposed to the bath solution. The recorded current (termed suction current), when filtered at DC—5,000 Hz (−3 dB, 8-pole Bessel filter) represents the slow transduction current which enters at the cilia with superimposed fast capacitive currents corresponding to action potential firing at the onset of the current response. Fast solution changes and odorant exposures were achieved by transferring the tip of the recording pipette containing the neuron across the interface of neighbouring streams of solutions using the Perfusion Fast-Step solution changer (Warner Instrument Corporation). The receptor current was isolated by filtering the suction current with a bandwidth of DC-50 Hz (−3 dB, 8-pole Bessel filter). The suction current was sampled at 10 kHz and recorded with a Warner PC-501A patch clamp amplifier, digitized using Power1401 II A/D converter and Signal acquisition software (Cambridge Electronic Design, U.K.).

Mammalian Ringer's solution contained (in mM) 140 NaCl, 5 KCl, 1 MgCl_2_, 2 CaCl_2_, 0.01 EDTA, 10 HEPES and 10 glucose. The pH was adjusted to 7.5 with NaOH. Acetophenone and Cineole 1 mM stock solution in Ringer's were prepared and the odorant solutions at their final concentration were prepared daily. All chemicals were purchased from Sigma-Aldrich. Fast solution changes and odorant exposures were achieved by transferring the tip of the recording pipette containing the neuron across the interface of neighbouring streams of solutions using the Perfusion Fast-Step solution changer (Warner Instrument Corporation). All experiments were performed at 37 °C.

### FACS sorting

Olfactory mucosa was dissected into sterile PBS, cut into small pieces and then digested in 10 U Papain in 2.5 mM Cystein per 0.5 mM EDTA PBS at 37 °C for 15 min. Samples were triturated and treated with DNaseI (∼10 U, Qiagen 79254) for 10 min at room temperature before being transferred to a 1% FBS PBS solution. Single cells were isolated using a cell strainer and sorted using a FACS Aria II (BD Biosciences). Gating was optimized using cells from K5Cre;R26^Ai9/+^ mice after methimazole-induced regeneration and nonfluorescent control. Sorted cells were used in RNA-seq and ChIP-seq experiments.

### RNA sequencing and analysis

Approximately 150,000 to 600,000 Tomato-positive mutant or heterozygous olfactory epithelial cells were sorted from a single mouse for each sample. Data are based on two sets of age-, sex- and treatment-matched littermates (four samples from four mice, two groups). Libraries were prepared using Illumina RNA Prep Kit 2 and sequenced, producing approximately 50 million 50 bp reads per sample. For detailed description, please see Supplementary Methods.

### ChIP sequencing

Approximately 500,000 Tomato-positive mutant or heterozygous olfactory epithelial cells were sorted from a single mouse. Each sample was crosslinked, sonicated, split into two groups and subjected to ChIP with either anti-H3K9me3 or anti-H3K4me3 (Table 1). Data for H3K9me3 are based on two sets of age-, sex- and treatment-matched littermates; data for H3K4me3 are based on a single set. Libraries were prepared from precipitated DNA and sequenced, producing ∼50 million 50 bp reads per sample. For detailed description of analysis, please see Supplementary Methods.

### qPCR

RNA was extracted from olfactory mucosa using TRIzol (Life Technologies) followed by DNase I digestion, according to the manufacturers' protocols. cDNA was generated using the RETROscript Reverse Transcription Kit (Thermo Fisher Scientific) with Oligo dTs. Primer sequences can be found in Supplementary Table 1. qPCR was performed on a StepOnePlus Real-Time PCR system (Applied Biosystems) using Maxima SYBR green/ROX qPCR Master Mix × 2 (Thermo Fisher Scientific). All reactions were performed in triplicate; Ct values were averaged for each gene in each sample. Results were analysed by the 2 −ΔΔCt method^69^ with normalization to the geometric mean of Actb, Gapdh and Ubc^70^. For details, see Supplementary Methods.

### Data availability

Raw sequencing data and count data is available through the following GEO accessions: GSE80044 for RNA-seq data and GSE80290 for ChIP-seq data. In addition, all relevant data are available from the authors.

## Additional information

**How to cite this article:** Gigante, C. M. *et al*. Lamin B1 is required for mature neuron-specific gene expression during olfactory sensory neuron differentiation. *Nat. Commun.* **8,** 15098 doi: 10.1038/ncomms15098 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Table, Supplementary Methods and Supplementary References.

Supplementary Data 1 List of genes down regulated in Lmnb1-/- cells by RNA-seq

Supplementary Data 2 List of genes up regulated in Lmnb1-/- cells by RNA-seq

Supplementary Data 3 GO Term analysis of genes up regulated in Lmnb1-/- cells by RNA-seq

Supplementary Data 4 GO Term analysis of genes down regulated in Lmnb1-/- cells by RNA-seq

Supplementary Data 5 Lists of genes involved in odorant receptor regulation and nuclear lamina components used for comparative analysis.

Peer Review File

## Figures and Tables

**Figure 1:**
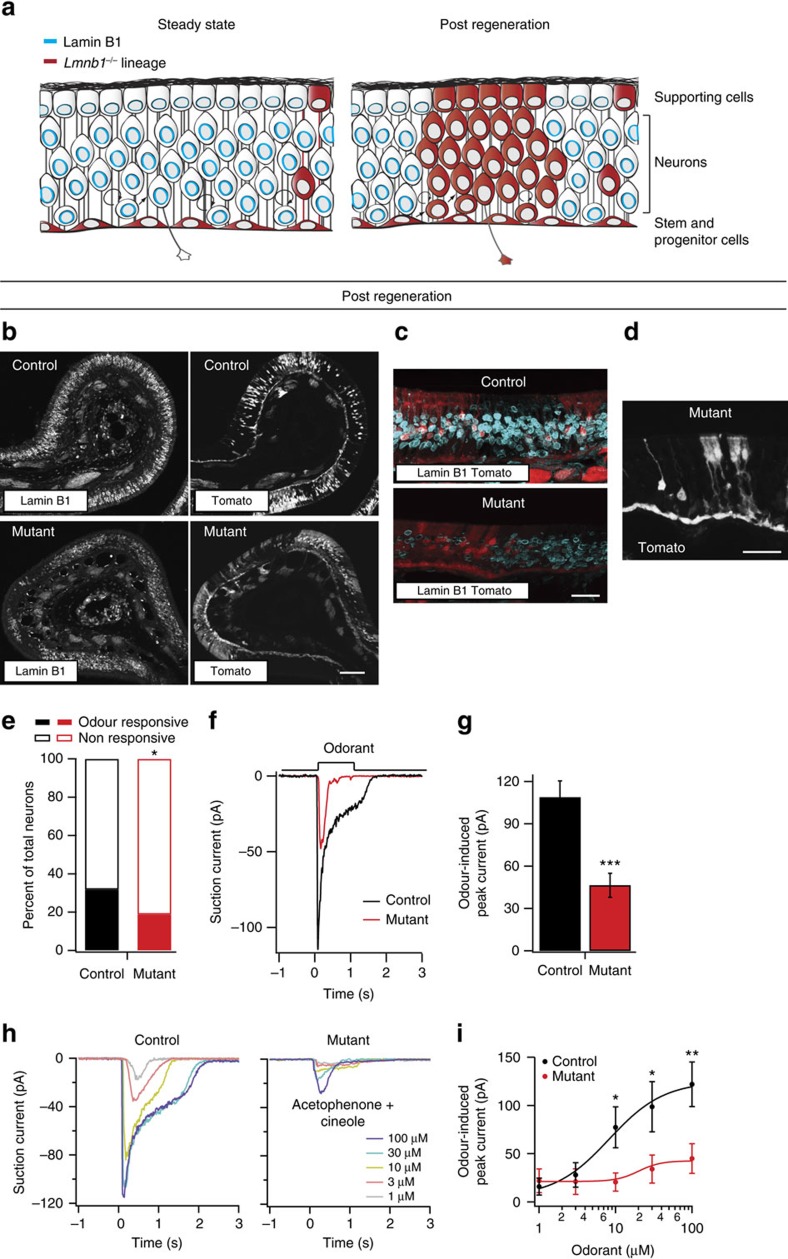
Mosaic knockout of *Lmnb1* in the olfactory epithelium and response of *Lmnb1*^*−/−*^ neurons to odour stimulation. (**a**) Cartoon depiction of *Lmnb1* mosaic knockout strategy during adult neurogenesis in the olfactory epithelium. Under normal laboratory conditions (Steady-State, left), Cre-expressing *Lmnb1*^*−/−*^ horizontal basal cells (red) are largely quiescent and the majority of the olfactory epithelium expresses lamin B1 protein (blue). After damage-induced activation, *Lmnb1*^*−/−*^ horizontal basal cells give rise to interspersed *Lmnb1*^*−/−*^ daughter cells (red) that become all cell types of the epithelium, resulting in a mosaic epithelium containing both *Lmnb1*-null and *Lmnb1*-expressing cells (Post regeneration, right). (**b**,**c**) Lamin B1 antibody staining of control (*K5Cre;Lmnb1*^*fl/+*^) and mosaic mutant (*K5Cre; Lmnb1*^*fl/fl*^) olfactory epithelium post regeneration. Horizontal basal cell lineage can be identified by expression of a Cre-dependent Tomato reporter allele. Tomato-expressing cells are presumptively *Lmnb1*^*−/−*^ in mutant epithelium, *Lmnb1*^*+/−*^ in controls. Tomato-negative cells are presumptively *Lmnb1*^*fl/fl*^ in mutant epithelium, *Lmnb1*^*fl/+*^ in control. Scale bars indicate 50 μm (**b**) and 25 μm (**c**). (**d**) Sparse Tomato expression in *Lmnb1*^*−/−*^ cells in the mosaic mutant epithelium showing cellular morphology of mutant cells. Scale bar indicates 25 μm. (**e**) Percentage of odorant-responsive neurons. 32% (35 out of 110) of control (*Lmnb1*^*+/−*^) neurons and 19% (23 out of 122) of mutant (*Lmnb1*^*−/−*^) dissociated Tomato-positive neurons responded to a 1-s stimulation of 100 μM odorant mix (100 μM Acetophenone and 100 μM Cineole). ^*^P<0.05, chi-squared test. (**f**) Representative responses of a control and a mutant neuron to a 1-s stimulation of 100 μM odorant mix. (**g**) Average peak response amplitude. Control neurons, 108.8±11.7 pA (*n*=35); mutant neurons, 46.4±8.5 pA (*n*=23). Data are expressed as mean±s.e.m. ^***^P<0.001, unpaired Student's *t*-test (**h**) Dose-response traces of a control and a mutant neuron to a 1-s stimulation of odorant mix at increasing concentration from 1 to 100 μM. (**i**) Dose-response relationships of the peak amplitude to the odorant mix. *n*=10 cells. All data are expressed as mean±s.e.m. ^**^P<0.01, ^*^P<0.05, unpaired Student's *t*-test.

**Figure 2:**
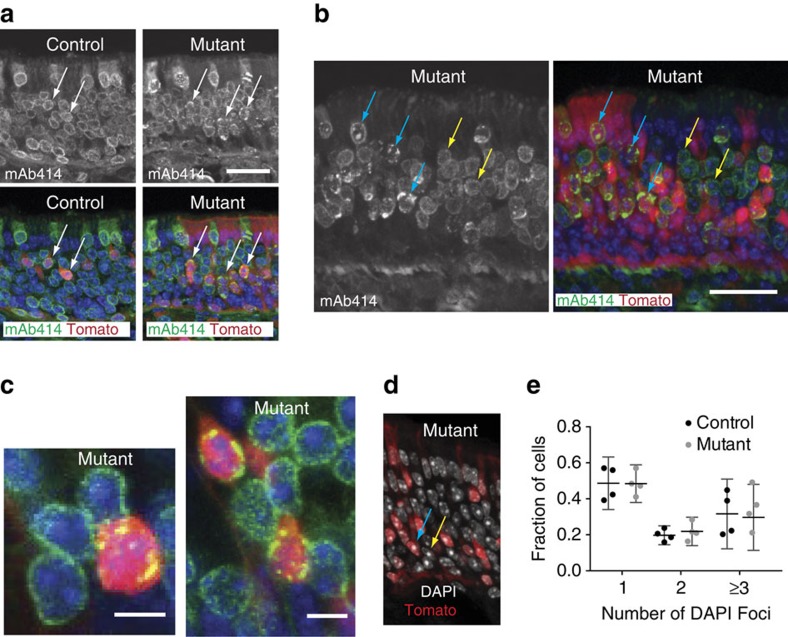
Nuclear architecture and organization of *Lmnb1*^*−/−*^ cells. (**a**) Distribution of nuclear pore complexes by antibody staining with mAb414, which recognizes several FG nucleoporins, in *Lmnb1* mosaic mutant and control epithelium. Arrows show nuclei of Tomato-positive cells, *Lmnb1*^*−/−*^ in mutant and *Lmnb1*^*+/−*^ in control. Scale bar indicates 25 μm. (**b**,**c**) Higher magnification of mAb414 staining in *Lmnb1* mosaic mutant epithelium. Blue arrows indicate nuclei of *Lmnb1*^*−/−*^ cells; yellow arrows show *Lmnb1*^*fl/fl*^ cells. Scale bars indicate 25 μm (**b**) and 5 μm (**c**). (**d**) Single confocal slice of DAPI stained nuclei from *Lmnb1* mosaic mutant olfactory epithelium showing DAPI-bright foci in the nucleoplasm indicative of heterochromatin reorganization. A single DAPI-bright focus can be seen in a Tomato positive *Lmnb1*^*−/−*^ cell (blue arrow) and Tomato-negative *Lmnb1*^*fl/fl*^ cell (yellow arrow). (**e**) Quantification of the number of DAPI bright foci in mutant (*Lmnb1*^*−/−*^) and control (*Lmnb1*^*fl/fl*^) cells. Error bars indicate ± 95% confidence intervals. Data are from four mice, >200 cells per mouse, two independent groups.

**Figure 3:**
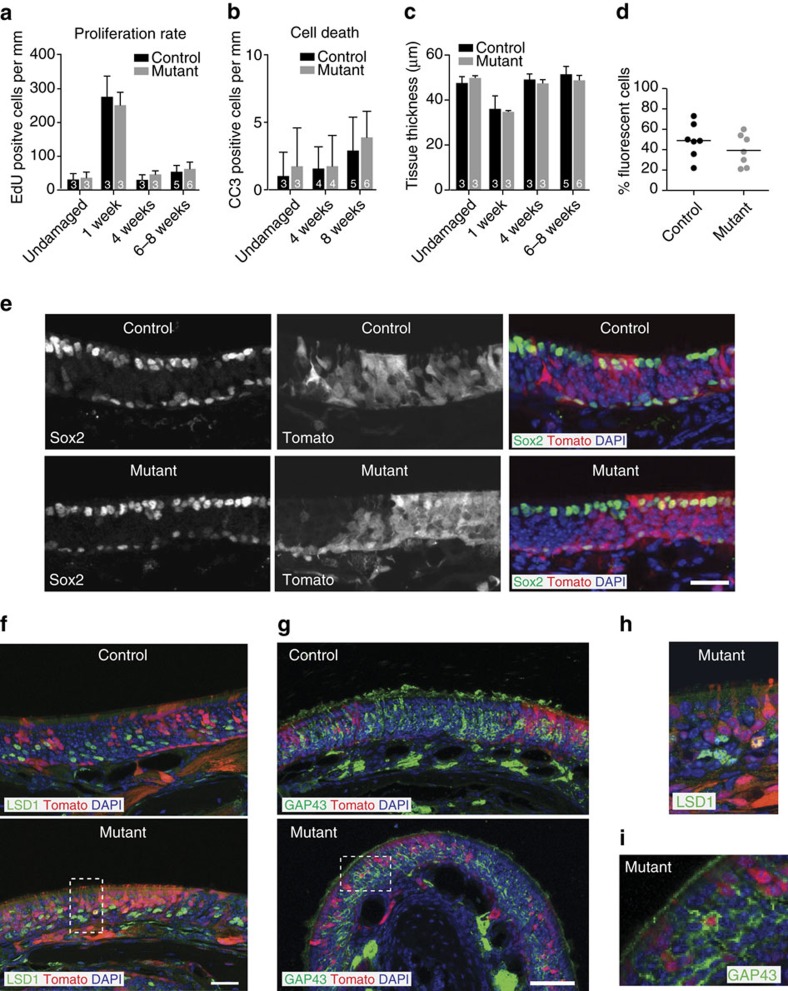
Cellular dynamics and distribution in the *Lmnb1* mosaic mutant olfactory epithelium. (**a**) Proliferation rate in *Lmnb1* mosaic mutant and control olfactory epithelium. Cells retaining EdU after a 24-h pulse were counted in undamaged tissue (Steady-state, Fig. 1a) or at various time points after damage-induced regeneration. Mean+s.e.m. are displayed; number of samples (*n*) is reported on each bar; each *n* represents data from one animal. (**b**) Apoptosis rate in *Lmnb1* mosaic mutant olfactory epithelium. Cells that stained for cleaved caspase 3 (CC3) were counted in undamaged tissue (Steady-State) or at several time points after damage-induced regeneration. Mean+s.e.m. are shown; number of samples (*n*) is shown on each bar; each *n* represents data from one animal. (**c**) Average thickness of mosaic mutant olfactory epithelium. Mean+s.e.m. are shown; *n* is shown on each bar; each *n* represents data from one animal. (**d**) Percentage of Tomato-positive cells in mosaic mutant and control olfactory epithelium 4 weeks after methimazole-induced regeneration, as determined by flow cytometry. Each point represents data from one animal. (**e**) Expression of pluripotency marker Sox2 by antibody staining in the olfactory epithelium of mosaic mutant (*K5Cre;Lmnb1*^*fl/fl*^) and control (*K5Cre;Lmnb1*^*fl/+*^) mice. Sox2 is expressed in the nuclei of apical supporting cells and basal progenitors. Tomato-expressing cells are *Lmnb1*^*−/−*^ in mutants and *Lmnb1*^*+/−*^ in controls. Scale bar indicates 25 μm. (**f**,**h**) Antibody staining for progenitor marker, LSD1. Scale bar indicates 25 μm. (**g**,**i**) Expression of immature olfactory neuron protein, growth-associated protein of 43 kDa (GAP43) by antibody staining. Scale bar indicates 50 μm.

**Figure 4:**
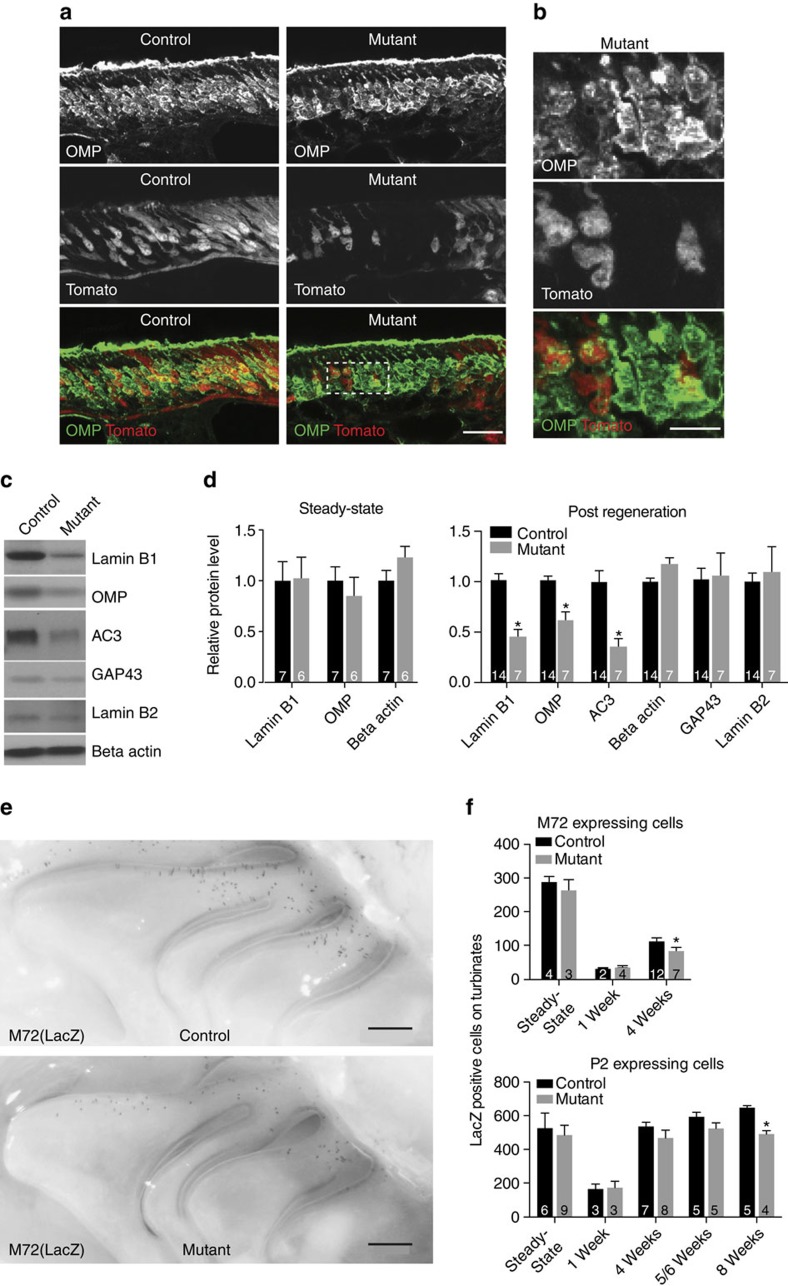
Formation of mature olfactory sensory neurons in *Lmnb1* mosaic mutant olfactory epithelium. (**a**,**b**) Antibody staining for mature olfactory sensory neuron marker, olfactory marker protein (OMP), in olfactory epithelium of control (*K5Cre;Lmnb1*^*fl/+*^) and mosaic mutant (*K5Cre; Lmnb1*^*fl/fl*^) mice. Tomato expression indicates *Lmnb1*^*−/−*^ cells in mutant, *Lmnb1*^*+/−*^ cells in control. Scale bars indicate 25 μm (**a**) and 10 μm (**b**). (**c**) Western blot of olfactory mucosa proteins from mosaic mutant (*K5Cre;Lmnb1*^*fl/fl*^) and control (*Lmnb1*^*fl/fl*^) mice 8 weeks after methimazole-induced regeneration. AC3, mature olfactory neuron protein adenylyl cyclase 3; GAP43, an immature neuron marker. (**d**) Quantification of western blots showing relative protein levels in mosaic mutant and control olfactory mucosa. Steady-state, undamaged tissue; Post regeneration, 6–8 weeks after methimazole-induced damage. All values, except beta actin, were normalized to beta actin for the same sample. All values are plotted relative to control. Data are expressed as mean+s.e.m. Number of samples (*n*) is shown on each bar; each sample was taken from one animal. ^*^P<0.05 unpaired Student's *t*-test, corrected for multiple comparisons using Holm-Sidak test. (**e**) Whole mount X-gal staining of olfactory epithelium from mosaic mutant and control animals carrying a LacZ-tagged allele of odorant receptor M72 (*M72-IRES-tauLacZ*). Dark puncta on olfactory turbinates are indicative of cells expressing the tagged odorant receptor allele. Scale bars indicate 0.5 mm. (**f**) Quantification of odorant receptor reporter allele expression for *M72-IRES-tauLacZ* or *P2-IRES-tauLacZ*. Total positive cells on medial surface of nasal turbinates were counted for each animal. Data are expressed as mean+s.e.m.; number of samples (*n*) is shown on each bar; each *n* represents data from one animal ^*^P<0.05, unpaired Student's *t*-test.

**Figure 5:**
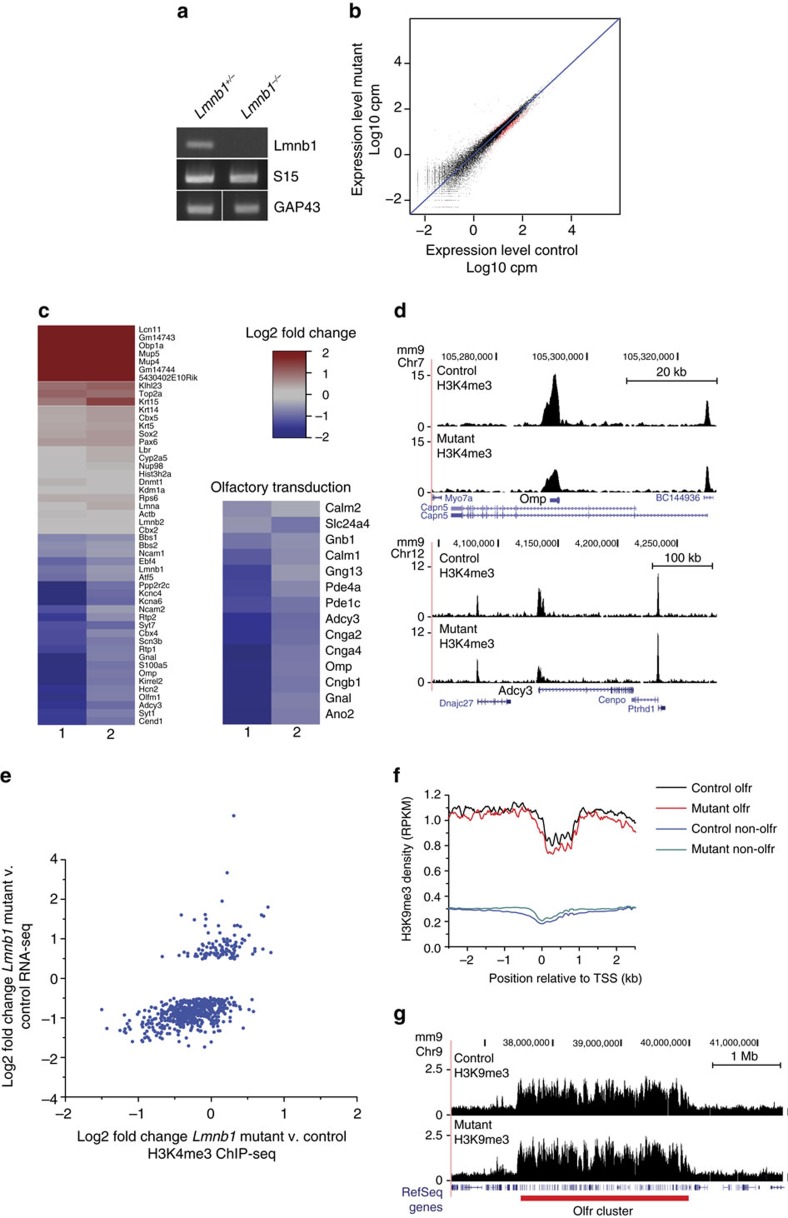
Transcriptome profiling of *Lmnb1*^*−/−*^ mutant olfactory cells. (**a**) PCR amplification of cDNA from sorted mutant (*Lmnb1*^*−/−*^) or control (*Lmnb1*^*+/−*^) Tomato positive cells. Thirty five cycles of PCR were performed to amplify *Lmnb1* exon 10/11, ribosomal protein S15 and immature neuron marker GAP43. (**b**) Scatterplot depicting expression level (average CPM) of genes in sorted mutant (*Lmnb1*^*−/−*^) versus control (*Lmnb1*^*+/−*^) cells (*n*=2 independent experiments) based on RNA-seq. Each point represents one gene. Results of differential expression analysis are shown by colour: red FDR<0.05; black FDR>0.05. (**c**) Heatmaps of log2 fold change in expression of select genes in mutant and control cells. Genes involved in olfactory signal transduction are displayed separately. Data shown are for two experimental replicates (1 and 2). (**d**) Histograms showing the distribution of activate promoter histone modification, H3K4me3, across the locus of two mature olfactory neuron genes (*Omp* and *Adcy3* (AC3)) in sorted mutant and control cells based on FARP-ChIP-seq. (**e**) Correlation between changes in gene expression (log2 fold change from RNA-seq analysis) and H3K4me3 promoter abundance (log2 fold change from FARP-ChIP-seq analysis) in mutant cells compared to controls for genes differentially expressed by RNA-seq. Pearson correlation *R=0.55*, *P*<0.001 *F*-test. (**f**) Average distribution of constitutive heterochromatin mark H3K9me3 across odorant receptor (*olfr*) and non-odorant receptor genes (non-*olfr*) in *Lmnb1*^*−/−*^ and *Lmnb1*^*+/−*^ control cells based on FARP-ChIP-seq (*n*=2 independent groups). (**g**) Representative histograms showing the distribution of H3K9me3 across an odorant receptor cluster in mutant and control cells.

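In the deposited islands, the cluster on chromosome 9 (37600001 to 40000000, mm9) was covered to 63.8% in control 1 and 68.9% in control 2. Coverage was 70.8% in mutant 1 and 41.8% in mutant 2. This is 66.3% ± 3.59 (SD, n = 2) in controls and 56.3% ± 20.5 (SD, n = 2) in mutants, and any assignment of the 4 libraries to the groups gave at least as large a difference (exact permutation test, two-sided, p = 1.000). The cluster held 107 islands in control 1, 129 in control 2, 102 in mutant 1 and 83 in mutant 2. The mean score per covered kb in it was 19.3, 27.4, 23.1 and 16.0, respectively. In the 1 Mb on either side of it, islands covered 5.99% in control 1, 5.08% in control 2, 6.30% in mutant 1 and 2.26% in mutant 2. Most of this lay in the 100 kb next to the drawn limit (37500001 to 37600000). That bin was covered to 79.6% in control 1, 74.6% in control 2, 83.2% in mutant 1 and 40.0% in mutant 2. Coverage was thus higher within the cluster than over the whole 1 Mb on either side in every library of either genotype, but not than directly at its drawn edge in control 1, control 2 or mutant 1.

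**Figure D2:**
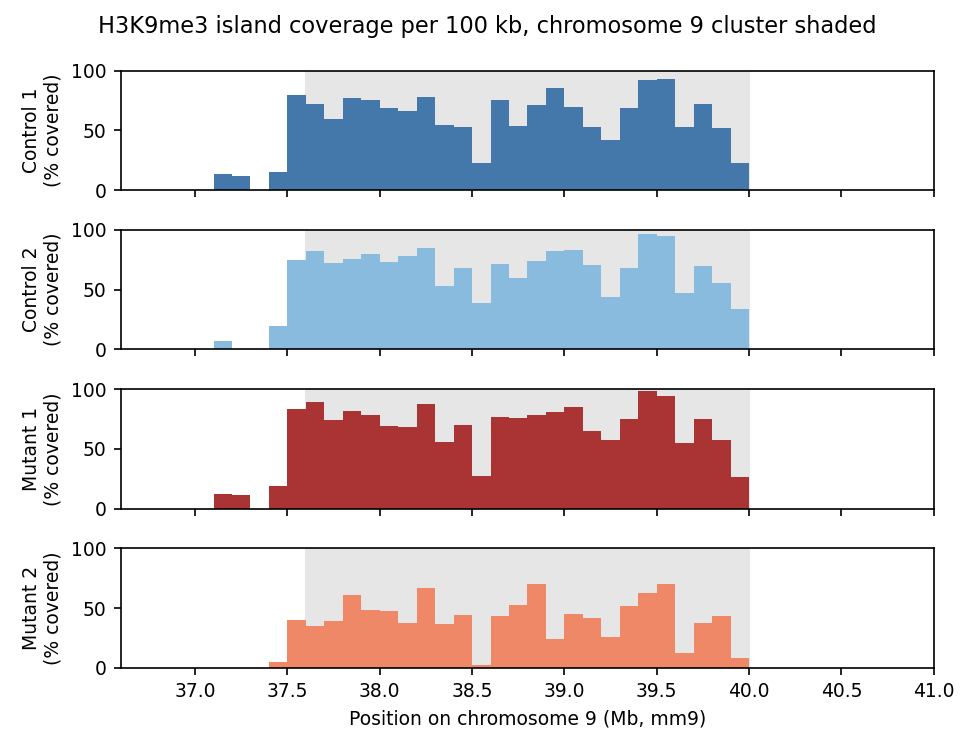
Percent of each 100 kb bin covered by H3K9me3 islands (vertical axes, 1 panel per library) along chromosome 9 of mm9 (horizontal axis, Mb), with the cluster drawn in the paper shaded. Coverage is higher within the shaded cluster than in the 1 Mb on either side in all 4 libraries, and over the whole cluster it is lowest in mutant 2.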

**Table 1:** Antibodies used in this study.

**Antigen/reagent**	**Dilution (WB)**	**Dilution (IF)**	**Dilution (ChIP)**	**Source**	**Provider**	**Catalogue # or citation**
Sox2	NA	1:400	NA	Goat	Santa Cruz	SC-17320
LSD1	NA	1:200	NA	Rabbit	Abcam	ab17721
Lamin A/C	NA	1:5	NA	Mouse	H. Herrmann	Kolb Nucleus 2011
Lamin B Receptor	NA	1:100	NA	Guinea Pig	H. Herrmann	Hoffmann Nature Genetics 2002
Cleaved Caspase 3	NA	1:400	NA	Rabbit	Cell Signaling	9661s
Phalloidin-AlexaFluor488	NA	1:400	NA	NA	Invitrogen	A12379
mAb414	NA	1:100	NA	Mouse	Abcam	ab24609
Lamin B1	1:2,000	1:200	NA	Goat	Santa Cruz	SC-6216
OMP	1:10,000	1:1,000	NA	Goat	Wako	544-10001-WAKO
GAP43	1:5,000	1:400	NA	Rabbit	Abcam	ab137910
Lamin B2	1:2,500	1:100	NA	Mouse	Thermo-Fisher	33-2100
AC3	1:10,000	NA	NA	Rabbit	Santa-Cruz	SC-588
Beta Actin	1:5,000	NA	NA	Rabbit	Cell Signaling	4970L
H3K9me3	NA	NA	1 μg ml^−1^	Rabbit	Abcam	ab8898
H3K4me3	NA	NA	0.5 μg ml^−1^	Rabbit	Cell Signaling	9751S

# Supplementary material for: Lamin B1 is required for mature neuron-specific gene expression during olfactory sensory neuron differentiation
**Source:** Nat Commun. 2017 Apr 20;8:15098. doi: 10.1038/ncomms15098
**Supplement:** Supplementary Information — Supplementary Figures, Supplementary Table, Supplementary Methods and Supplementary References.

1  
2  
**Supplementary Figure 1**

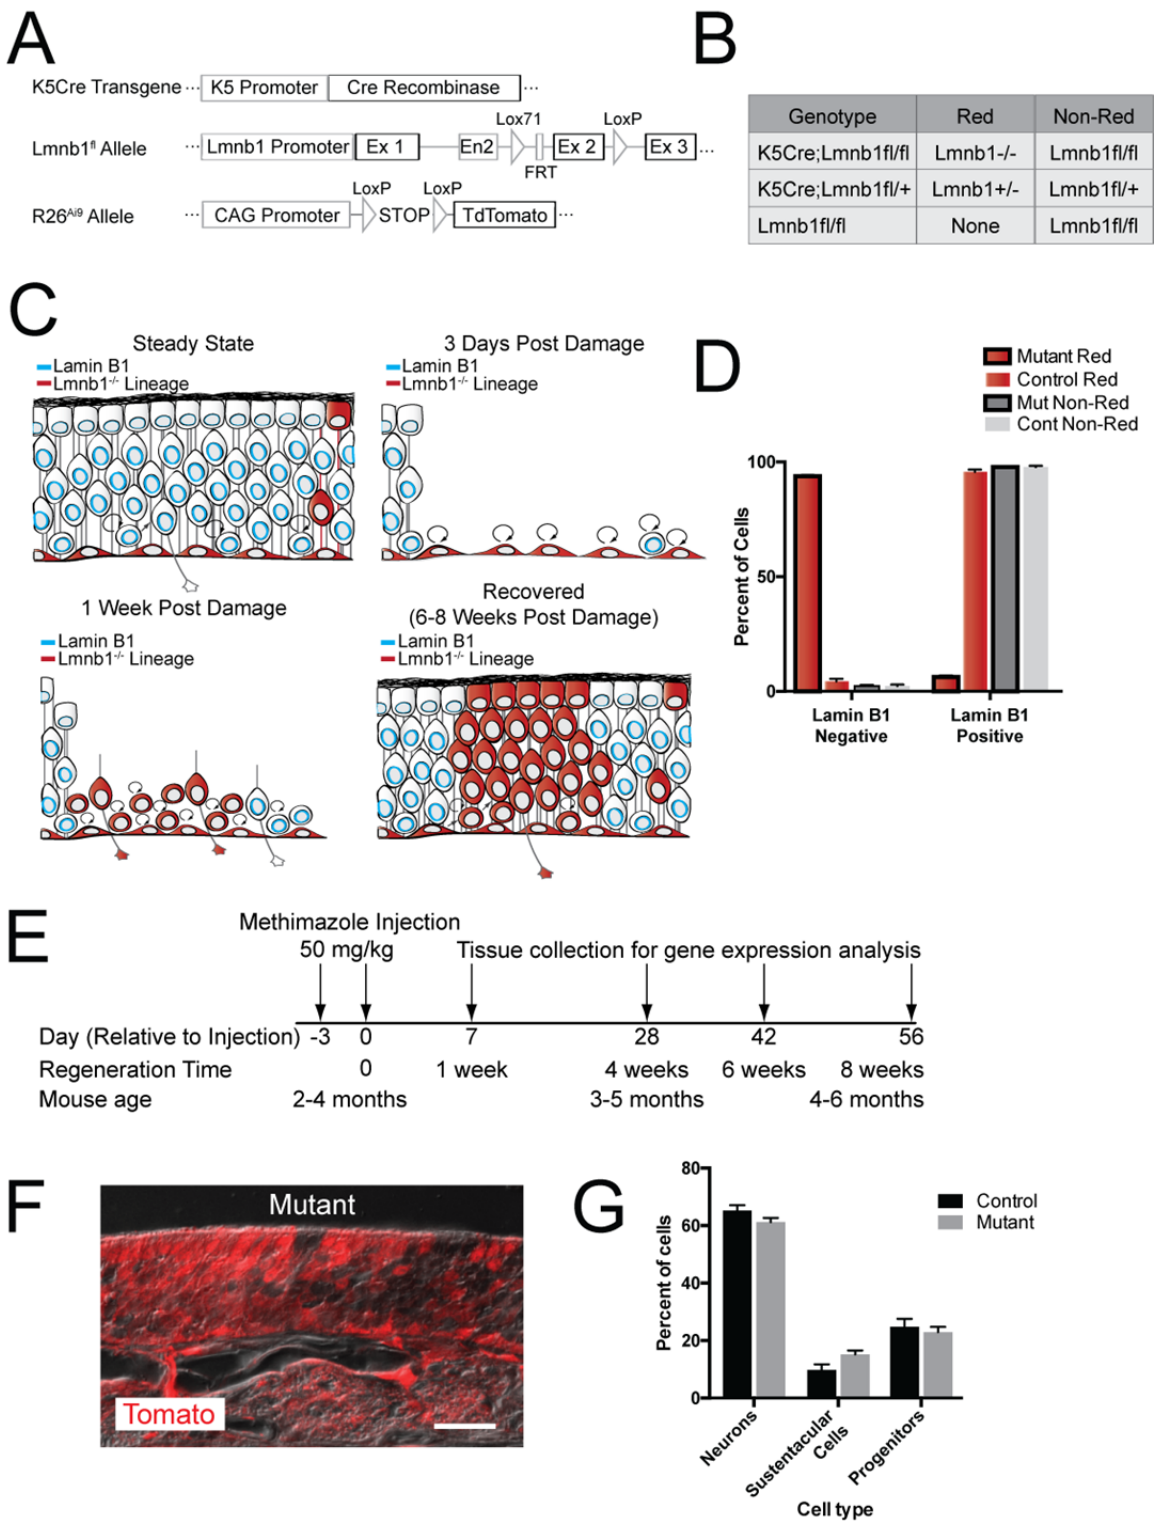

3  
4  
5

6 **Supplementary Figure 1. Conditional ablation of *Lmnbl* in the olfactory epithelium**

7 A. Diagram of alleles used in this study. K5: cytokeratin 5; R26: Rosa26 locus; En2

8 Engrailed 2 intronic sequence.

9 B. Expected genotypes of cells in Cre (horizontal basal cell, red) and non-Cre (other,  
10 non-red) lineages.

11 C. Cartoons depicting the predicted recovery of *Lmnbl* mosaic mutant olfactory  
12 epithelium in response to Methimazole-induced damage. Under normal laboratory  
13 conditions (Steady-state), the olfactory epithelium consists of mostly mature neurons,  
14 with a typical pseudostratified organization. After damage, large areas of the epithelium  
15 exhibit cell loss and stem and progenitor cells of the olfactory epithelium are activated,  
16 including *Lmnbl*<sup>-/-</sup> (red) horizontal basal cells. One week after damage, the olfactory  
17 epithelium consists of mostly progenitors and immature neurons, with many proliferating  
18 cells. 6 to 8 weeks after damage, the olfactory epithelium has been fully recovered, both  
19 from *Lmnbl*<sup>-/-</sup> (red) horizontal basal cells and other non-mutant stem and progenitor  
20 cells of the epithelium.

21 D. Quantification of lamin B1 expression by antibody staining in the mosaic mutant and  
22 control olfactory epithelium. Quantification was performed after tissue regeneration.

23 Tomato positive cells (red) are expected to be *Lmnbl*<sup>-/-</sup> in mutant and *Lmnbl*<sup>+/-</sup> in  
24 control tissue. Tomato negative cells are expected to be *Lmnbl*<sup>fl/fl</sup> in mutant and *Lmnbl*<sup>+fl</sup>  
25 in control tissue.

26 E. Diagram of experimental timeline. Two methimazole injections were delivered two  
27 days apart to induce tissue damage and regeneration. Tissue collection was performed at  
28 several time points.

29 F. DIC image of olfactory epithelium from *Lmnbl* mosaic mutant (*K5Cre;Lmnbl<sup>fl/fl</sup>*)  
30 olfactory epithelium after damage-induced activation of horizontal basal cells.  
31 Presumptive *Lmnbl<sup>-/-</sup>* cells (horizontal basal cell lineage) express the Cre-dependent  
32 Tomato reporter. Scale bar indicates 25  $\mu$ m.  
33 G. Quantification of the tomato positive cell types produced by presumptive *Lmnbl<sup>-/-</sup>*  
34 (mutant) and *Lmnbl<sup>+/-</sup>* (control) horizontal basal cells after tissue regeneration.  
35

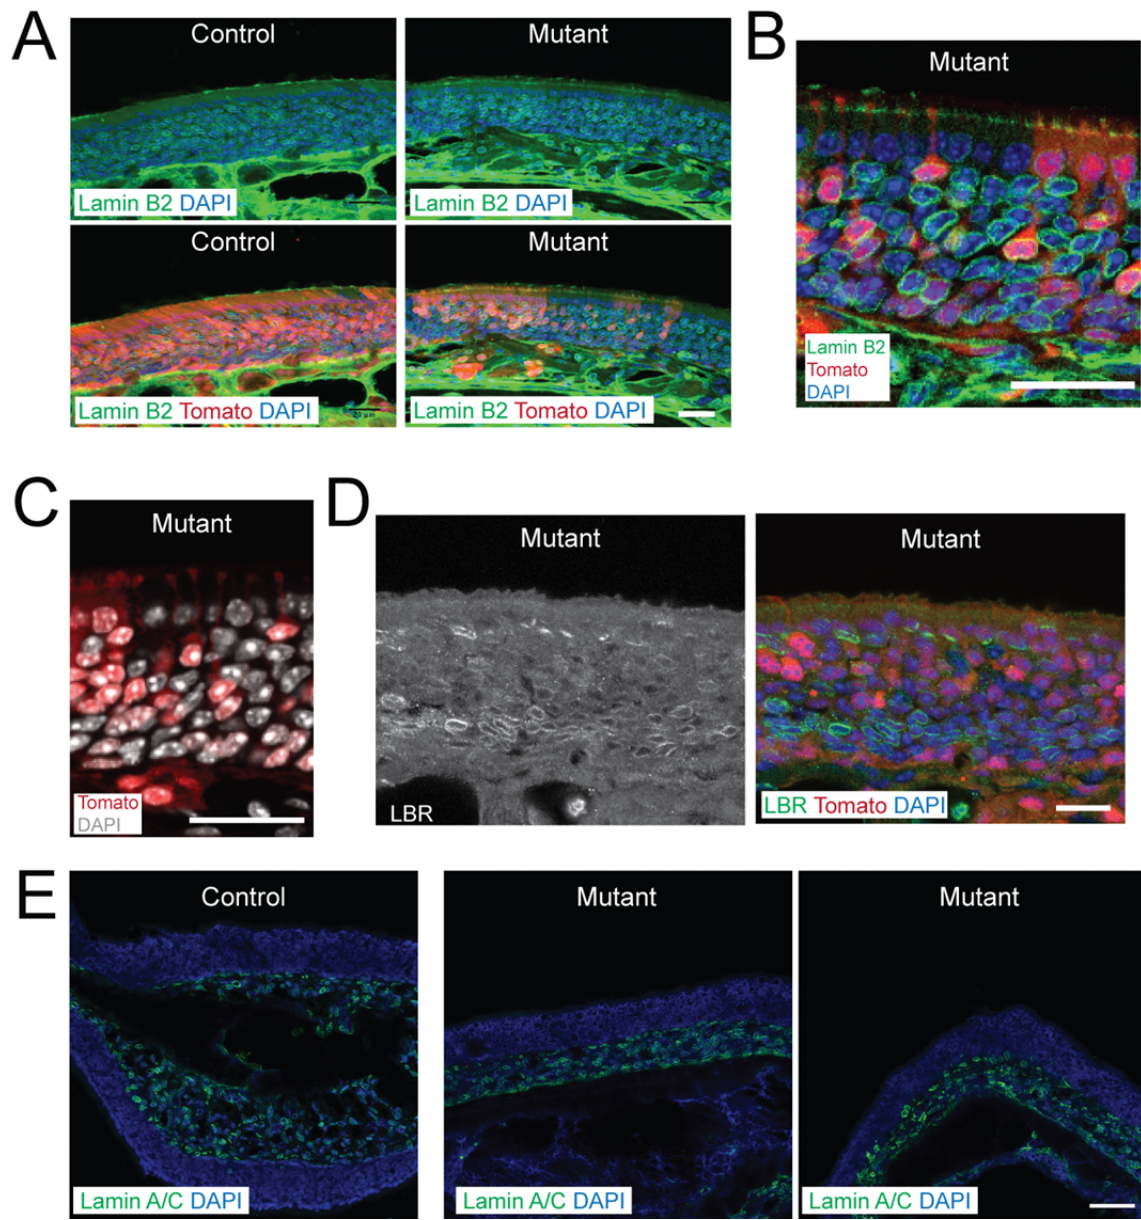

**Supplementary Figure 2. Nuclear lamina organization in the *Lmnb1* mosaic mutant**

**olfactory epithelium**

- A. Antibody staining for lamin B2 in control (*K5Cre;Lmnb1<sup>fl/+</sup>*) and mosaic mutant (*K5Cre; Lmnb1<sup>fl/fl</sup>*) olfactory epithelium sections. Tomato-positive cells in mutant are *Lmnb1<sup>-/-</sup>* in mosaic mutant, *Lmnb1<sup>+/-</sup>* in control. Scale bar indicates 25  $\mu$ m.
- B. Increased magnification showing lamin B2 staining in mosaic mutant olfactory epithelium. Tomato-positive cells are *Lmnb1<sup>-/-</sup>*. Scale bar indicates 25  $\mu$ m.
- C. DAPI staining showing gross shape of nuclei in *Lmnb1* mosaic mutant epithelium. Tomato-positive cells are *Lmnb1<sup>-/-</sup>*. Scale bar indicates 25  $\mu$ m.
- D. Antibody staining for Lamin B Receptor (LBR) in mosaic mutant olfactory epithelium. LBR is excluded from the neuronal cell layer but can be seen in the apical supporting cell and basal progenitor layers of the epithelium. Tomato-positive cells are *Lmnb1<sup>-/-</sup>*. Scale bar indicates 25  $\mu$ m.
- E. Antibody staining for lamin A/C in mosaic mutant and control olfactory epithelium. Lamin A/C levels in the olfactory epithelium are below the detection limit for antibody staining, but cells in the basal lamina underlying the olfactory epithelium show positive staining. Scale bar indicates 50  $\mu$ m.

Supplementary Figure 3

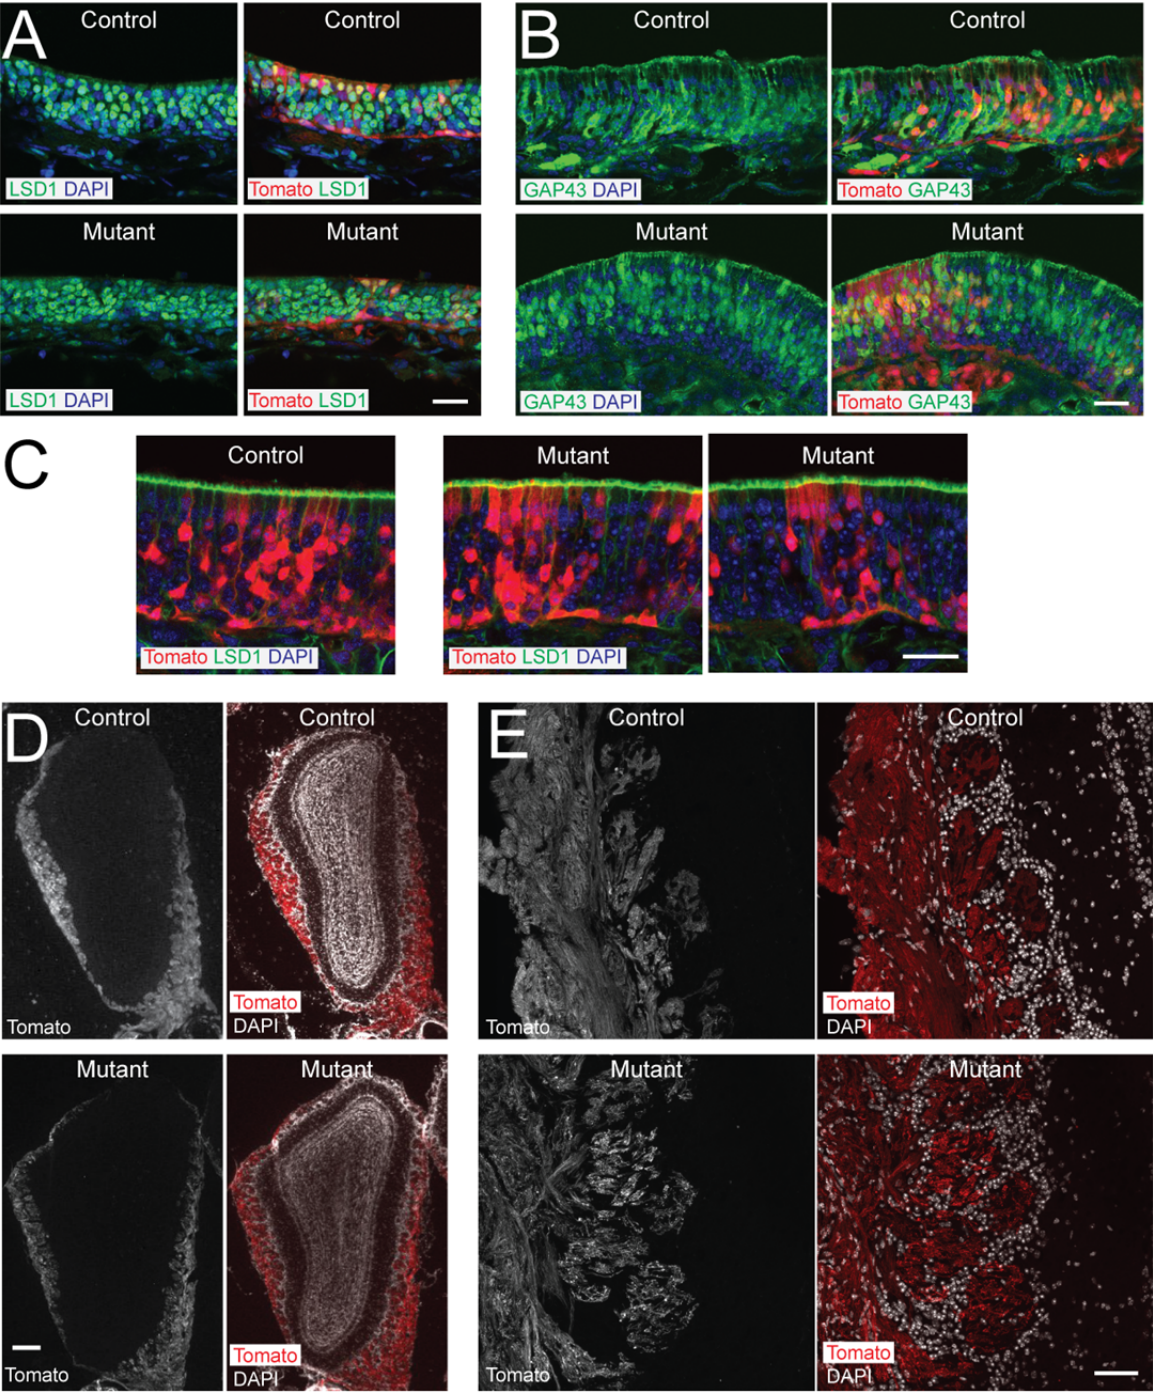

**Supplementary Figure 3. Progenitor activation and axon targeting of *Lmnbl*<sup>-/-</sup> cells in *Lmnbl* mosaic mutant olfactory epithelia**

A. Antibody staining of olfactory neuron progenitor marker LSD1 in mosaic mutant and control olfactory epithelium 1 week after regeneration. Horizontal basal cell lineage can be identified by Tomato expression. Scale bar indicates 25  $\mu$ m.

B. Expression of immature neuron marker GAP43 during tissue recovery, at 3 weeks after damage-induced regeneration. Horizontal basal cell lineage can be identified by Tomato expression. Scale bar indicates 25  $\mu$ m.

C. Phalloidin staining of sustentacular cell microvilli in mosaic mutant and control olfactory epithelium. Scale bar indicates 25  $\mu$ m.

D. Innervation of the olfactory bulb by Tomato-positive olfactory sensory neuron axons from control (*Lmnbl*<sup>+/-</sup>) and mutant (*Lmnbl*<sup>-/-</sup>) olfactory neurons. DAPI staining shows nuclei in the olfactory bulb and neuropil glomerular regions innervated by olfactory sensory neurons.

E. Increased magnification of olfactory bulb innervation by *Lmnbl*<sup>+/-</sup> and *Lmnbl*<sup>-/-</sup> olfactory sensory neurons. Scale bar indicates 50  $\mu$ m.

Supplementary Figure 4

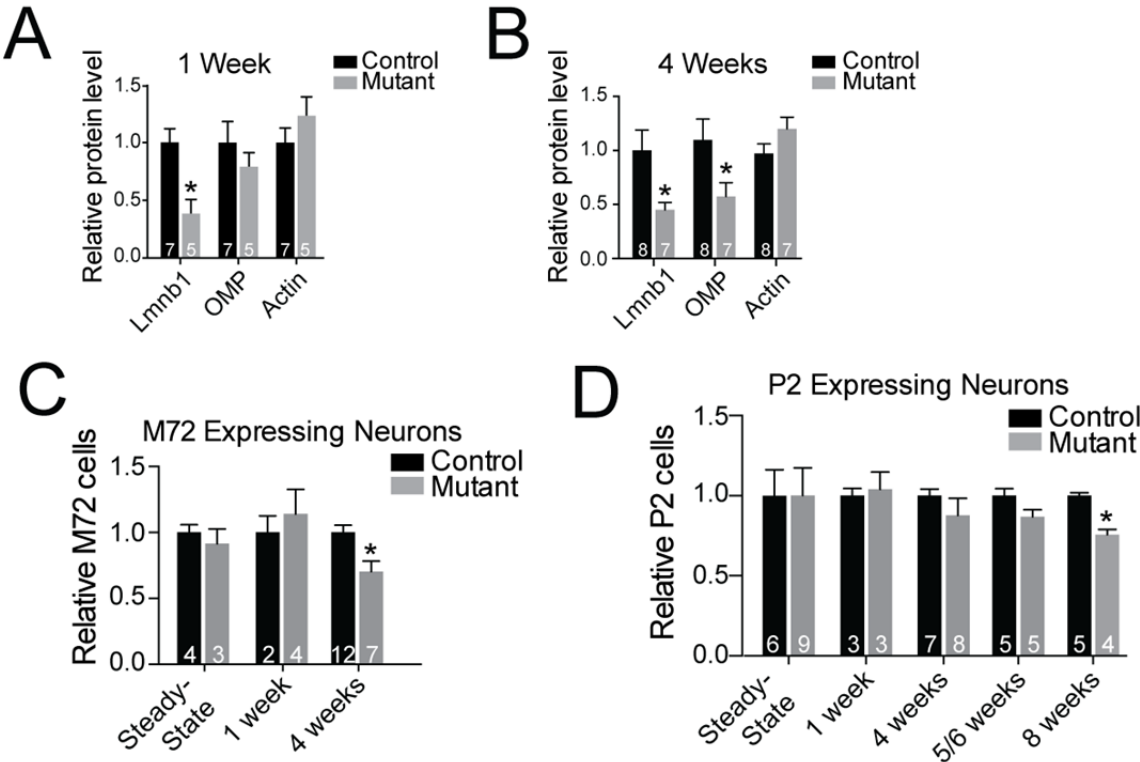

**Supplementary Figure 4. Expression of mature olfactory sensory neuron proteins in the *Lmnbl* mosaic mutant olfactory epithelium**

A–B. Quantification of Western data indicating protein levels in mosaic mutant and control olfactory mucosa samples from tissue 1 (A) or 4 (B) weeks after Methimazole-induced regeneration. All values (except beta actin) were normalized to beta actin for the same sample. All values are plotted relative to the average control. Data are expressed as mean + SEM. Number of samples (n) is shown on each bar; each sample was taken from one animal. \*  $p < 0.05$  unpaired student's *t* test, corrected for multiple comparisons using Holm-Sidak test.

C–D. Quantification of expression of odorant receptor reporter alleles, *M72-IRES-tauLacZ* or *P2-IRES-tauLacZ*, in mosaic mutant and control olfactory epithelia. Data are plotted relative to the average value for controls in the same experimental group, for comparison across time points. All data are expressed as mean + SEM; n value is shown on each bar; each n represents data from one animal. \* $p < 0.05$  unpaired Student's *t* test.

Supplementary Figure 5

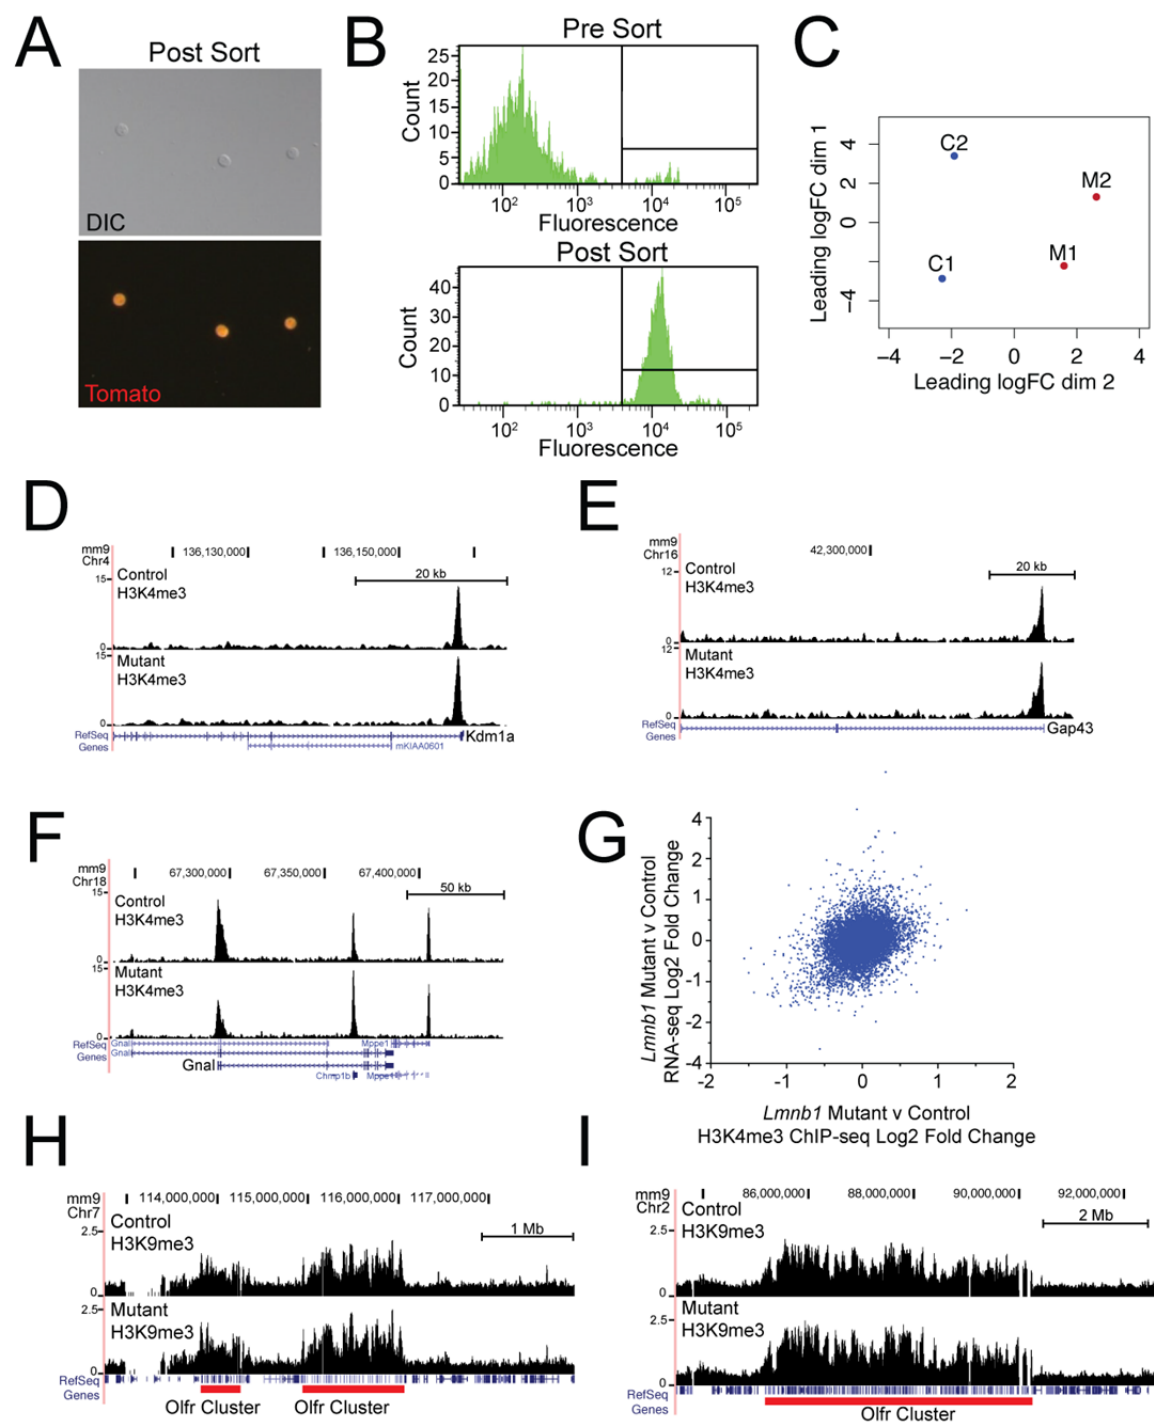

**Supplementary Figure 5. Fluorescence-Activated Cell Sorting and epigenetic landscape of *Lmnbl*<sup>-/-</sup> cells**

A. Enrichment for Tomato-expressing cells by Fluorescence-Activated Cell Sorting (FACS). Fluorescence and DIC images of dissociated *Lmnbl*<sup>-/-</sup> olfactory cells after fluorescence-activated cell sorting (FACS).

B. Enrichment for Tomato-expressing cells by FACS. Histograms showing the distribution of dissociated olfactory epithelium cells from mice expressing K5Cre and Tomato reporter allele 4 weeks after damage-induced regeneration. Counts and relative fluorescence are depicted before (top) and after (bottom) FACS.

C. MDS plot representing the differences between four samples, each from individual mice used in RNA-seq. M1 and C1 are samples from mutant and control littermates in group 1, M2 and C2 are mutant and control littermates from group 2. Dimension 2 highlights the differences between genotypes, while dimension 1 highlights the differences between sample groups (litter, batch, treatment).

D. Representative histogram showing H3K4me3 distribution at the promoter region of lysine specific demethylase 1 (LSD1, *Kdm1a*), typically expressed in olfactory neuron progenitors, based on FARP-ChIP-seq reads from sorted *Lmnbl*<sup>-/-</sup> and *Lmnbl*<sup>+/-</sup> cells.

E. Representative histogram showing H3K4me3 distribution at the promoter of immature neuron gene *Gap43*, based on FARP-ChIP-seq reads from mutant and control cells.

F. Representative histogram showing H3K4me3 distribution over mature neuron gene *G<sub>α</sub>* signaling protein *G<sub>olf</sub>* (*Gnal*), based on FARP-ChIP-seq.

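In the deposited islands of H3K9me3, the cluster on chromosome 2 (85200001 to 90200000, mm9) was covered to 44.2% in control 1, 51.9% in control 2, 49.7% in mutant 1 and 35.5% in mutant 2. This is 48.1% ± 5.43 (SD, n = 2) in controls and 42.6% ± 10.1 (SD, n = 2) in mutants (exact permutation test, two-sided, p = 0.667). The smaller cluster on chromosome 7 (113800001 to 114200000) was covered to 34.1% ± 10.6 (SD, n = 2) in controls and 30.3% ± 12.1 (SD, n = 2) in mutants. For the larger one (115000001 to 116100000) coverage was 47.4% ± 3.37 (SD, n = 2) and 41.3% ± 14.3 (SD, n = 2), respectively. In each of these 3 clusters the mutant of replicate 1 was above its littermate control and the mutant of replicate 2 below its own. Within 1 Mb of the outer limits, coverage was at most 1.01% beside the cluster on chromosome 2 and at most 0.39% beside those on chromosome 7.

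**Figure D3:**
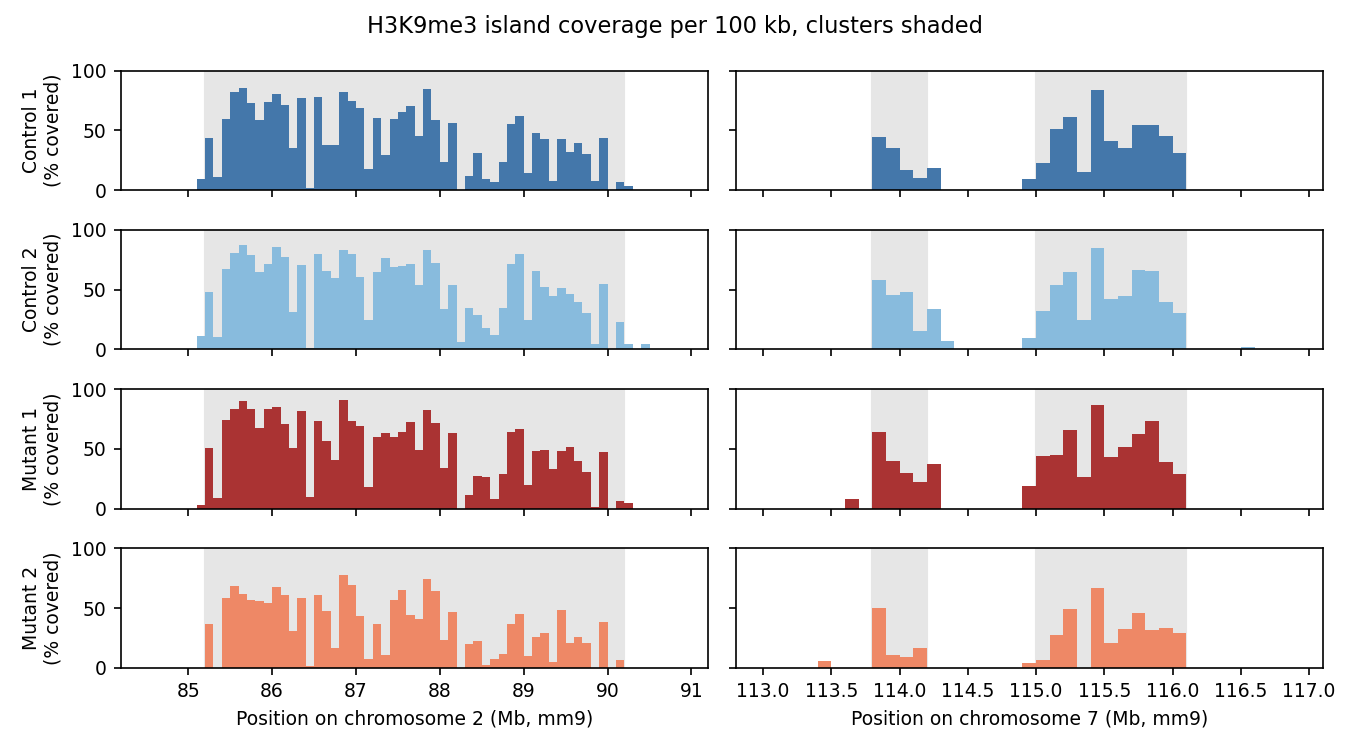
Percent of each 100 kb bin covered by H3K9me3 islands (vertical axes, 1 row per library) along chromosome 2 (left) and chromosome 7 (right) of mm9 (horizontal axes, Mb), with the clusters drawn in the paper shaded. Over each whole cluster, coverage is lowest in mutant 2.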

121 G. Correlation between changes in gene expression (log2 fold change from RNA-seq  
122 analysis) and H3K4me3 promoter abundance (log2 fold change from FARP-ChIP-seq  
123 analysis) in mutant cells compared to controls for all genes analyzed.  $R=0.29$ ,  $P < 0.001$   
124 G–H. Representative histograms showing H3K9me3 distribution over odorant receptor  
125 clusters on chromosomes 2 and 7 based on FARP-ChIP-seq.

Supplementary Figure 6

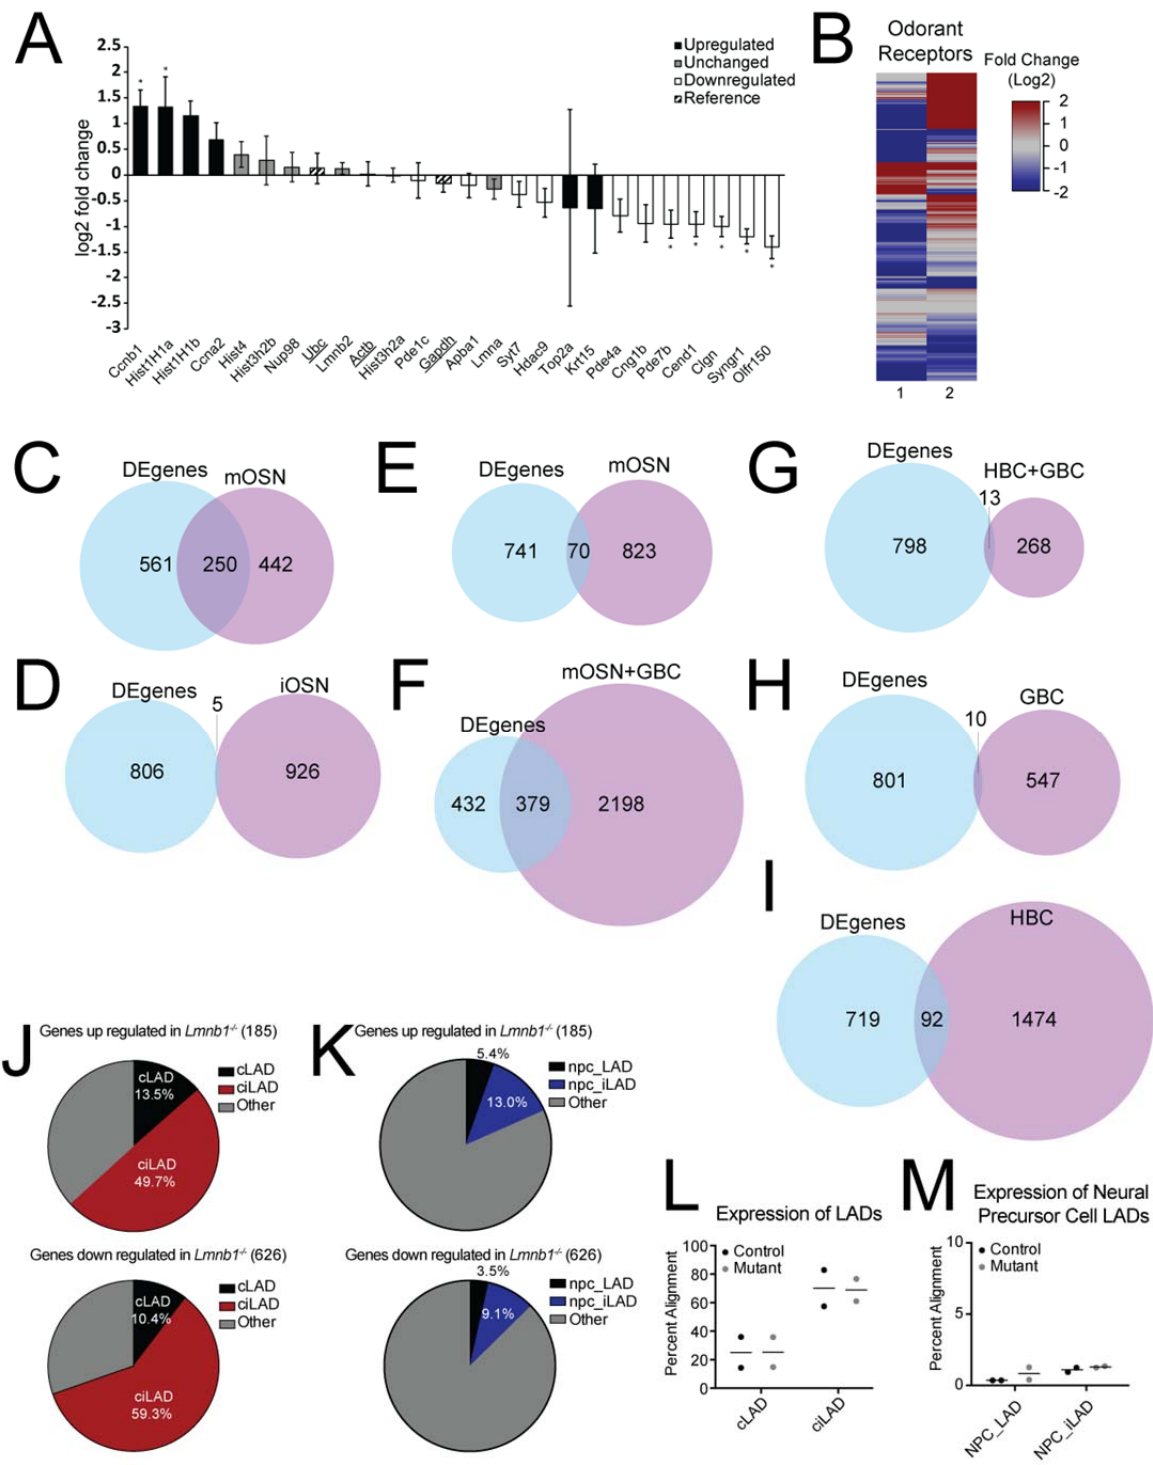

**Supplementary Figure 6. Comparative analysis of RNA-seq data from sorted *Lmnbl*<sup>-/-</sup> cells**

A. Bar graph showing fold change in expression of candidate genes in mosaic mutant compared to control olfactory epithelium four weeks after regeneration by qPCR. Bars are shaded according to the RNA-seq differential expression analysis for each gene. All data were normalized to the geometric mean of Actb (beta actin), Gapdh, and Ubc (ubiquitin C). Mean and SEM are shown. \*  $p < 0.05$  one-tailed *t* test

B. Heatmap showing log2 fold change in gene expression between *Lmnbl*<sup>-/-</sup> and *Lmnbl*<sup>+/-</sup> controls for genes expressed in a subset of odorant receptor genes. Data is shown for two experimental replicates (1 and 2).

C–D. Venn diagrams showing the overlap between genes differentially expressed in *Lmnbl*<sup>-/-</sup> cells based on RNA-seq analysis (DE genes) and genes expressed in mature and immature olfactory sensory neurons based on a previous characterization<sup>1</sup>.

E–I. Venn diagrams showing the overlap between genes differentially expressed in *Lmnbl*<sup>-/-</sup> cells based on RNA-seq analysis (DE genes) and genes expressed in mature olfactory neurons and different progenitor cell types based on a previous characterization<sup>2</sup>.

J–K. Diagram showing proportion of genes differentially expressed in *Lmnbl*<sup>-/-</sup> cells that are found in common lamina-associated domains (cLAD), common inter LAD (ciLAD) or neural precursor lamina-associated domains (NPC-LAD), neural precursor inter LAD (NPC-iLAD). LAD sequences were identified in a previous study in cultured cells<sup>3</sup>.

L–M. Expression level of genes found in lamina-associated domains in *Lmnbl*<sup>-/-</sup> and *Lmnbl*<sup>+/-</sup> cells. RNA-seq reads were aligned to either common LAD and common

154 interLAD sequences (M) or neural precursor LAD sequences or neural precursor  
155 interLAD sequences (N); LAD sequences were identified in a previous study in cultured  
156 cells<sup>3</sup>; percent alignment is shown.

Supplementary Figure 7

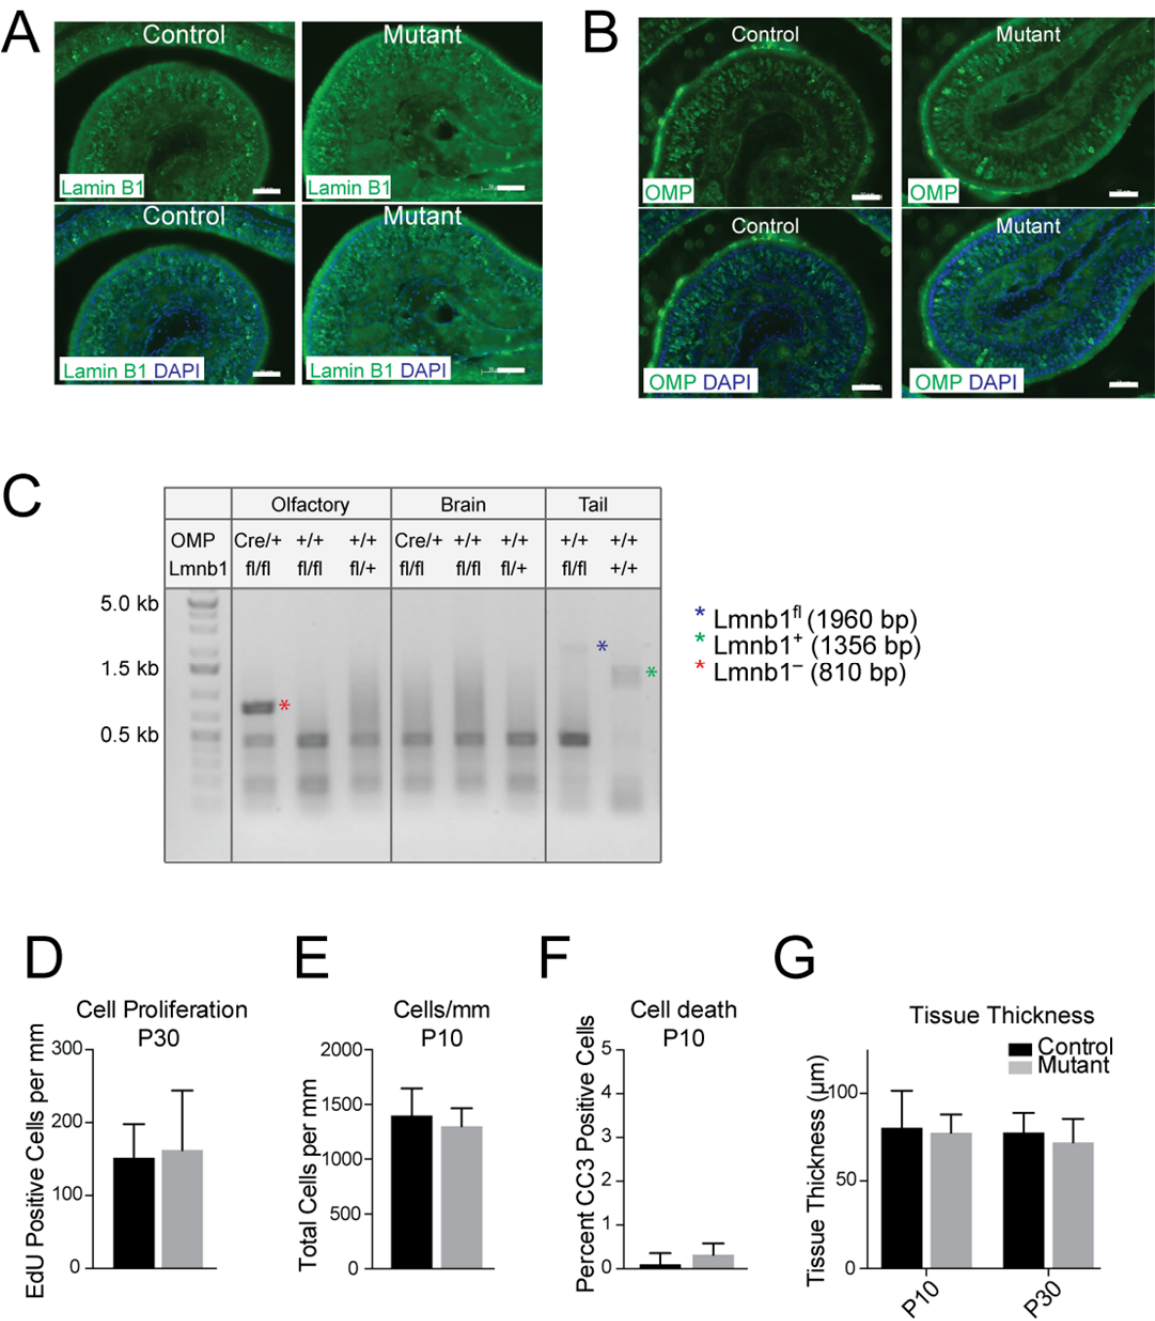

**Supplementary Figure 7. *Lmnbl* conditional knockout in mature olfactory sensory neurons**

A and B. Antibody staining for lamin B1 (A) and the mature olfactory neuron marker OMP (B) in olfactory epithelium from conditional mutant (*Omp<sup>Cre/+</sup>;Lmnbl<sup>fl/fl</sup>*) and control littermate (*Omp<sup>+/+</sup>;Lmnbl<sup>fl/fl</sup>*) mice. Scale bars indicate 50  $\mu$ m.

C. PCR of genomic DNA isolated from olfactory mucosa (Olfactory), brain, or tail samples from *Lmnbl* conditional mutant and littermate control mice. Mouse genotype is given in rows marked OMP and Lmnbl. Amplification of *Lmnbl<sup>fl</sup>* allele, *Lmnbl* knockout allele (recombined *Lmnbl<sup>fl</sup>* allele, *Lmnbl<sup>-</sup>*), and wildtype allele (*Lmnbl<sup>+</sup>*) are shown by colored asterisks. Bands below 500 bp are non-specific. Amplification of the knockout allele was only ever observed in mutant samples from the olfactory epithelium.

D. Quantification of cell proliferation in the olfactory epithelium of conditional mutant and control littermate mice 30 days after birth (P30). Proliferation rate was determined by EdU retention after a 24-hour pulse.

E. Number of cells per millimeter of olfactory epithelium in the conditional mutant and the control at postnatal day 10 (P10).

F. Cell death, measured by antibody staining for cleaved caspase 3 (CC3), in conditional mutant and littermate control mice.

G. Tissue thickness of the olfactory epithelium in OMP-driven *Lmnbl* conditional mutant and littermate control mice at P10 and P30. For all bar graphs, mean is shown with SEM.

**Supplementary Figure 8**

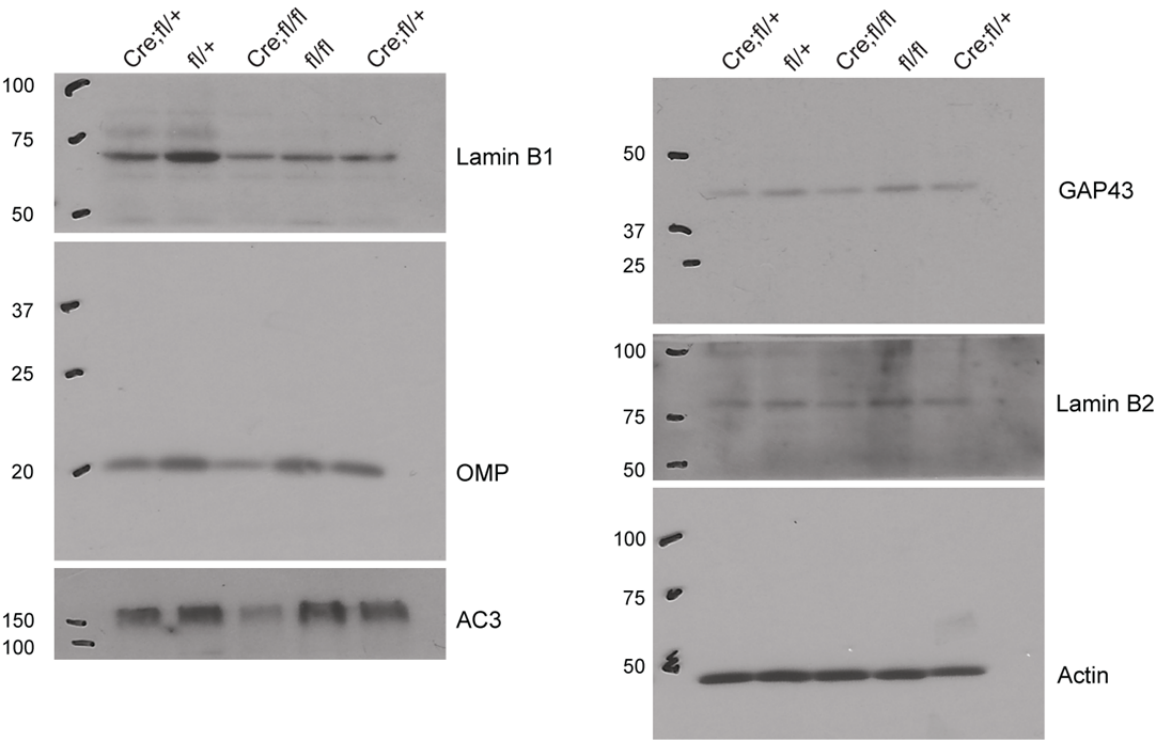

**Supplementary Figure 8. Uncropped Western blot images.**

Cropped versions of these images are shown in Figure 4C. Mouse genotypes are *K5Cre;Lmnbl<sup>fl/fl</sup>* (Cre;fl/fl), *Lmnbl<sup>fl/fl</sup>* (fl/fl) and *K5Cre;Lmnbl<sup>fl/+</sup>* (Cre;fl/+).

189 **Supplementary Table 1. Primers used in this study**

| Gene     | Forward Primer          | Reverse Primer           |
|----------|-------------------------|--------------------------|
| Actb     | GGCTGTATTCCCCTCCATCG    | CCAGTTGGTAACAATGCCATGT   |
| Abpa1    | GGTGCTGAGTCATCAAGCATAC  | GAAGTTCAACGTAGGTTGGGAA   |
| Ccna2    | TGATGCTTGTCAAATGCTCAGC  | AGGTCCTCCTGTACTGCTCAT    |
| Ccnb1    | AAGGTGCCTGTGTGTGAACC    | GTCAGCCCCATCATCTGCG      |
| Cend1    | ACCAGCCAAGGCAGATCCT     | GGTCAAGTTCTCACAAGGCCA    |
| Clgn     | CCAGGGTGTTGGACTATGTTTG  | CCCCGAGGAAGGTTTCATCTTTA  |
| Cng1b    | CAGAGGAGGAACACTACTGCG   | AAGTAATCCATGAGGAGCCAGA   |
| Gapdh    | TGCACCACCAACTGCTTAGC    | GGCATGGACTGTGGTCATGAG    |
| Hdac9    | GCGGTCCAGGTTAAAACAGAA   | GCCACCTCAAACACTCGCTT     |
| Hist1h1a | ACTGCCACGGAGAAACCTG     | AGAAACTGCCTGCACGATGAG    |
| Hist1h1b | CTCCTGTAGAGAAGTCTCCCG   | GCAGAAACAGCCTTAGTGATGAG  |
| Hist3h2a | AAGCTCGTGCAAAAGCGAAG    | GCAGTCAGATATTCTAGCACAGC  |
| Hist3h2b | TCCGCGTTTCCGTAGTACAAC   | GGGGCTGGAGCTGATTTGG      |
| Hist4    | GAAGCGCATCTCGGGTCTC     | CATAGCCGTAACCGTCTTGC     |
| Krt15    | AGCTATTGCAGAGAAAAACCGT  | GGTCCGTCTCAGGTCTGTG      |
| Lmnb2    | TGGCATCAAGACCCTGTACGA   | TCAGCCTCACTCCGGTGAAA     |
| Nup98    | GATTAGGGGGCTTTGGTACAAC  | CTCCTGGTTTGGTCTGTGAATTT  |
| Olf536   | ATGGAGGATGCCTCATACAGAT  | ATGGAGGATGCCTCATACAGAT   |
| Pde1c    | GTCCCAGCGTCGTGATTAGC    | TCATGACATCTCGAGCAAGTCTTT |
| Pde4a    | GCCATGGAACAGTCAAAGGT    | ATGTGCTGAGGCTGTCTCCT     |
| Pde7b    | AGCAGCTGGGCTCCCTCATCTT  | CAGCACACTTCAAGGCGATCTGA  |
| Syngr1   | CCCAGGACTACATGGACCC     | CAAAGGCGTTGGCTGGATG      |
| Syt      | CCGTCAGCCTTAGCGTCAC     | GCAGGCAACTTGATGGCTTTC    |
| Top2A    | CAACTGGAACATATACTGCTCCG | GGGTCCCTTTGTTTGTATCAGC   |
| Ubc      | GCCCAGTGTTACCACCAAGA    | CCCATCACACCCAAGAACA      |

190

191

192

193

194

195

196

197

## **Supplementary Text**

## **Supplementary Methods**

### **RNA-seq**

Transcriptome profiles were generated from sorted mutant and control (heterozygous) cells from regenerated olfactory epithelium. Each sample was collected from one mouse. Data are from two experimental groups, each containing a control and a mutant sample. Within a group, treatment, sample preparation, sequencing, animal sex, age, and parents were the same. Cells were sorted from two independent experimental groups of animals; within a group, mutant and control animals were littermates of the same sex and treatment group. 150,000 to 600,000 Tomato-positive mutant or heterozygous olfactory epithelial cells from a single mouse were sorted directly into TRIzol® solution (Life Technologies 15596026). RNA extraction was performed as described (TRIzol® protocol, Life Technologies). Genomic DNA was digested using RNase-free DNaseI (Qiagen 79254) then RNA was purified using RNeasy (Qiagen 74104). Libraries were prepared using Illumina RNA Prep Kit 2 following Ribo-Zero Gold depletion of rRNA (Illumina MRZG126). Libraries were analyzed on an Agilent Bioanalyzer 2100 and sequenced using an Illumina HiSeq2000 to produce approximately 50 million 50 bp single-end reads per sample.

Reads that aligned to rRNA reads (mm10) using Bowtie2<sup>4</sup> were removed. Remaining reads were quality filtered using FASTQ quality filter parameters -q 28 -p 95. Filtered reads were aligned to mouse genome mm10 using Tophat<sup>5</sup> standard settings

221 (--no-coverage-search). Tophat output was converted to counts using HtSeq<sup>6</sup> using --  
 222 mode=intersection-nonempty. Differential expression analysis was performed using  
 223 edgeR (Bioconductor, see below)<sup>7,8</sup>. Only genes expressed at 1 cpm in two or more  
 224 samples were used in differential expression analysis. GO term analysis was performed  
 225 using DAVID<sup>9</sup>. RNA sequencing reads were aligned to published datasets<sup>1-3</sup> using  
 226 Bowtie2<sup>4</sup>. Bedtools intersect was used to determine proportion of differentially expressed  
 227 genes in LADs using parameters -f 0.5 -c for comparison with common LADs and inter  
 228 LADs and parameters -f 0.01 -c for NPC LADs and inter LADs. Heatmaps were made  
 229 using heatmap.2 (gplots) and RColorBrewer. MDS plot was made in RStudio using  
 230 edgeR plotMDS.DGEList. Venn diagrams were made by comparing gene lists using the  
 231 'comm' command (Linux/Unix) and the VennDiagram package in RStudio.

232

233 Differential expression analysis using edgeR:

```

234 counts <- cbind(sample1[,2],sample2[,2],sample3[,2],sample4[,2])
235 colnames(counts)=c("C1","C2","M1","M2")
236 Geno <- c("C","C","M","M")
237 Treat <- c(1,2,1,2)
238 design <- model.matrix(~Geno+Treat,counts=counts)
239 x=DGEList(counts, group=Geno)
240 dim(x)
241      [1] 23342    4
242 apply(x, 2, sum)
243      wt1  wt2  mt1  mt2
244      99198332 39169676 99249768 26089834
245 keep <- rowSums(cpm(x)>1) >= 2
246 x <- x [keep,]
247 dim(x)
248      [1] 13560    4
249 apply(x, 2, sum)
250      wt1  wt2  mt1  mt2
251      99090228 39094399 99076671 26040737
252 x$samples$lib.size <- colSums(x$counts)
253 colSums(x$counts)
  
```

```

254 x<-calcNormFactors(x)
255 x<-estimateGLMCommonDisp(x, design)
256 x<-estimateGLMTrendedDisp(x, design)
257 x <- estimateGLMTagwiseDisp(x,design)
258 fit <- glmFit(x, design)
259 lrt <- glmLRT(fit,coef=2)
260 topTags(lrt)
261 de <- decideTestsDGE(lrt, p=0.05, adjust="BH")
262 summary(de)
263      -1  626
264      0 12749
265      1   185
266

```

## 267 **ChIP-seq**

268       Samples were generated from sorted mutant and control (heterozygous) cells from  
269 regenerated olfactory epithelium from two experimental groups (littermate pairs of  
270 mutant and control animals). Within a group, treatment, sample preparation, sequencing,  
271 animal sex, and parents were the same. Each sample was collected from one mouse. Cells  
272 were sorted into sterile PBS and stored at  $-80^{\circ}\text{C}$  until use. FARP-ChIP-seq was  
273 performed as described for low cell number<sup>10</sup>. Briefly, each sample (500,000 Tomato  
274 fluorescent cells from one animal) was split and incubated with either anti-H3K9me3 or  
275 anti-H3K4me3 overnight  $4^{\circ}\text{C}$ . Bound DNA was recovered following Millipore ChIP  
276 Assay kit protocol (17-295). Bacterial DNA and Biotinylated-DNA coupled Streptavidin  
277 beads (Invitrogen M280) were used as carriers as described<sup>10</sup>. Library preparation was  
278 performed according to Illumina TruSeq® DNA Sample Preparation Guide (15026486)  
279 with 12 (H3K4me3) or 14 (H3K9me3) cycles of PCR amplification. DNA libraries were  
280 analyzed on an Agilent Bioanalyzer 2100 before sequencing on an Illumina HiSeq2000 to  
281 produce approximately 50 million 50 bp single-end reads per sample.

ChIP-seq data analysis pipeline was performed as described<sup>10</sup>. More specifically, ChIP-seq reads were mapped to the mouse genome (mm9) using bowtie with parameters "-m 1 -v 2". Then ChIP-seq peaks were called using MACS<sup>11</sup> for H3K4me3 with parameters "--llocal=100000 -p 1.0e-5" or SICER<sup>12</sup> for H3K9me3 with E-value threshold 0.01. 

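Merging the deposited islands of the 4 H3K9me3 libraries, with overlapping or touching islands joined, gave 5840 regions spanning 52.9 Mb. Of these, 3039 regions came from 1 library only, and 2466 of them from control 2, which had the most reads per window. There were 1074 regions called in 2 libraries, 719 in 3 and 1008 in all 4. The regions called in all 4 libraries span 18.0 Mb and hold 68.5% of the covered bp of control 1, 39.0% of control 2, 53.5% of mutant 1 and 68.6% of mutant 2. Most regions of a merged set are thus called in some libraries and not in others, and reads counted on them, as the supplement describes, give a value in every library.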

The peaks for control (*Lmnb1*<sup>+/-</sup>) and mutant (*Lmnb1*<sup>-/-</sup>) were then merged to form an overall peak set (for H3K4me3 and H3K9me3 individually). The read numbers that fall on each peak were counted using a custom script. The comparison between control and *Lmnb1*<sup>-/-</sup> was done by edgeR<sup>7</sup>. Specifically, the dispersion was set at 0.01 when calling differential peak usage.

## qPCR

Following transcardial perfusion with PBS of each mouse, olfactory mucosa were dissected out and homogenized in TRIzol® (Life Technologies), and RNA was extracted according to the manufacturer's protocol. DNase I digestion of genomic DNA and subsequent RNA purification were performed with the RNeasy Plus Mini kit (Qiagen), according to the manufacturer's protocol. cDNA was generated from 1 µg of RNA, as quantified by a Nanodrop 1000, using the RETROscript® Reverse Transcription Kit (Thermo Fisher Scientific) with Oligo dTs as primers and a reverse transcription temperature of 42°C for 1 hour. qPCR reactions were performed on a StepOnePlus™ Real-Time PCR system (Applied Biosystems) using Maxima SYBR green/ROX qPCR Master Mix 2x (Thermo Fisher Scientific), with reactions formulated according to manufacturer recommendations. If two of the Ct values were within 0.5 of each other,

and the third Ct value was not within 0.5 of either of the other two, this Ct value was excluded from the analysis. Primer sequences can be found in Supplementary Table 1.

Cycling conditions were as follows: 1 cycle of 95°C for 10 minutes; and 40 cycles of 95°C for 15s, 60°C for 30s, and 72°C for 30s. All reactions were performed in triplicate, and Ct values were averaged for each gene in each sample. These results were analyzed by the  $2^{-\Delta\Delta Ct}$  method<sup>13</sup> with normalization to the geometric mean of Actb, Gapdh, and Ubc<sup>14</sup>. Results are reported as log 2 of the fold change, equivalent to  $-\Delta\Delta Ct$  values. Each sample (n) was taken from one animal; littermates from the same treatment group were used as controls.

## Supplementary References

- 1 Nickell, M. D., Breheny, P., Stromberg, A. J. & McClintock, T. S. Genomics of mature and immature olfactory sensory neurons. *The Journal of comparative neurology* **520**, 2608-2629, doi:10.1002/cne.23052 (2012).
- 2 Colquitt, B. M., Allen, W. E., Barnea, G. & Lomvardas, S. Alteration of genic 5-hydroxymethylcytosine patterning in olfactory neurons correlates with changes in gene expression and cell identity. *Proceedings of the National Academy of Sciences of the United States of America* **110**, 14682-14687, doi:10.1073/pnas.1302759110 (2013).
- 3 Peric-Hupkes, D. *et al.* Molecular maps of the reorganization of genome-nuclear lamina interactions during differentiation. *Molecular cell* **38**, 603-613, doi:10.1016/j.molcel.2010.03.016 (2010).
- 4 Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nature methods* **9**, 357-359, doi:10.1038/nmeth.1923 (2012).
- 5 Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome biology* **14**, R36, doi:10.1186/gb-2013-14-4-r36 (2013).
- 6 Anders, S., Pyl, P. T. & Huber, W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166-169, doi:10.1093/bioinformatics/btu638 (2015).
- 7 Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140, doi:10.1093/bioinformatics/btp616 (2010).
- 8 Zhou, X., Lindsay, H. & Robinson, M. D. Robustly detecting differential expression in RNA sequencing data using observation weights. *Nucleic acids research* **42**, e91, doi:10.1093/nar/gku310 (2014).
- 9 Huang da, W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* **4**, 44-57, doi:10.1038/nprot.2008.211 (2009).
- 10 Zheng, X. *et al.* Low-Cell-Number Epigenome Profiling Aids the Study of Lens Aging and Hematopoiesis. *Cell reports* **13**, 1505-1518, doi:10.1016/j.celrep.2015.10.004 (2015).
- 11 Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome biology* **9**, R137, doi:10.1186/gb-2008-9-9-r137 (2008).

- 349 12 Zang, C. *et al.* A clustering approach for identification of enriched domains from  
350 histone modification ChIP-Seq data. *Bioinformatics* **25**, 1952-1958,  
351 doi:10.1093/bioinformatics/btp340 (2009).
- 352 13 Livak, K. J. & Schmittgen, T. D. Analysis of relative gene expression data using  
353 real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* **25**,  
354 402-408, doi:10.1006/meth.2001.1262 (2001).
- 355 14 Vandesompele, J. *et al.* Accurate normalization of real-time quantitative RT-PCR  
356 data by geometric averaging of multiple internal control genes. *Genome biology*  
357 **3**, RESEARCH0034 (2002).  
358  
359

How the deposited data were processed for this re-analysis (not part of the article)

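H3K9me3 was measured by FARP-ChIP-seq in Tomato-positive cells sorted from 4 mice, 2 Lmnb1+/- controls and 2 Lmnb1-/- mutants. Replicate 1 and replicate 2 each pair 1 control with 1 mutant. The pairing comes from the paper, which describes littermates matched for age, sex and treatment, and from the sample labels, which give both mice of a pair the same methimazole treatment group (3 or 4). H3K4me3 libraries of the same study are not analysed here, nor are its RNA-seq, imaging and recordings.

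The values the authors deposited are SICER island scores, 1 list of islands per library, in mm9 coordinates. To make them, the authors mapped reads with bowtie (unique alignments with at most 2 mismatches) and ran SICER with windows of 200 bp, gaps of 600 bp and an E-value of 0.01 in each library separately. The authors then merged peaks of both genotypes, counted reads in them and compared them with edgeR at a fixed dispersion. Those counts are not used here, so that comparison was not repeated and the deposited scores were compared instead. A score is not a count, since it depends on the depth of its own library and on the length of the island.

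The build was checked against the GRCm38 reference at hand: on 8 of 21 chromosomes the last island ends past the end of the GRCm38 chromosome, for example at 197001000 on chromosome 1, which is 195471971 bp long in GRCm38. GRCm38 coordinates were therefore not combined with these islands, and no gene annotation was used. The limits of 4 odorant receptor clusters were measured from the bars drawn in Fig. 5g and Supplementary Fig. 5h,i against their mm9 axes and rounded to 0.1 Mb. Measuring them involved no island data.

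Computed here for each library were the number of islands, the length covered, the mean score per covered kb, and the coverage, share and score of the 4 clusters. Groups were compared as the log2 ratio of means or the difference of means, with an exact permutation test over the assignments of 2 of the 4 libraries (two-sided, smallest p 0.333), and also within littermate pairs. Overlap was the bp shared by 2 libraries over the bp covered by either, with islands turned around their chromosomes as the yardstick. Merged regions called in at least 2 libraries were compared with limma 3.58.1 (lmFit and eBayes, no trend, not robust) in R 4.3.3 on log2(score + 64.7), each library shifted to a common median over the regions called in all 4. Bins of 1 Mb with a mean of at least 1000 covered bp were compared in the same way on log2(percent of covered bp + 0.001). The threshold was an adjusted p under 0.05 (Benjamini-Hochberg). Fold changes on these scales understate changes from low values. Regions named in the text are the 4 clusters, the 5 merged regions with the highest lowest-of-4 score, and regions past the threshold that changed in the same direction in both pairs. A second mitochondrial region (11001 to 16200) falls outside this rule. It was chosen after seeing the data and is named only for comparison with the first. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

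The depth was worked out from the scores. An island of 2 windows has a score that depends on 2 whole read numbers and on the average reads per window of the library, and the average at which all such islands scoring under 700 give whole numbers was taken. This held for 5 of 5 islands in control 1, 10 of 10 in control 2, 11 of 11 in mutant 1 and 10 of 10 in mutant 2, while the next best average gave whole numbers for 2 in each library. The averages need no genome length. The read totals do. To obtain them, 4 candidate genome lengths, known from outside these files, were tried with 51 mappable percents each, 204 combinations in all, each with and without rounding. A length of mm9 with 74% mappable was kept because it gave whole reads in all 4 libraries (largest distance from a whole number 0.0108, against 0.13 for the next best combination). The totals are conditional on that search. The search was made after the files had been seen, and so were the enrichment over the library average, the yardstick of turned islands and the values for other splits of the libraries. The enrichment was worked out from the mean score per window with SICER's formula and the average reads per window. It is not a ratio of counted reads.

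The interval measures were tested on simulated islands against a count over every base, where 280 of 280 checks passed. The decoding of depth was tested on 3 simulated libraries and recovered all 3. The limma step was tested on simulated values, 200 changed among 2801 regions or 1398 bins. With 0 changed it made 0 calls in either. With 200 changed by 4 on the log2 scale, 191 regions were recovered with 10 false calls. The simulated values had no floor, unlike the real ones.

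Alternatives set before the data were examined were islands scoring at least the pooled median (108.3), equal numbers of islands (1964 per library), autosomes only, the replicate block, leaving out each library, other measures of overlap, islands within 5 kb joined, other pseudocounts, scalings and filters, bins of 250 kb and 5 Mb, and cluster limits moved inwards by 0.1 Mb. With 2 libraries per genotype the precision is limited by their number. Each library is 1 mouse, and the genotypes cannot be compared more finely than the 2 pairs differ.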

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

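All tests of explanations in this part were chosen after the results were seen. Both patterns come from regions that the paper does not name.

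The 5 merged regions with the highest lowest-of-4 scores held 16.9% of the summed score of control 1, 12.4% of control 2, 14.3% of mutant 1 and 21.2% of mutant 2, in at most 0.61% of the covered bp. The first lies on chromosome 11 from 3027001 to 3100200 (mm9), with scores of 41057, 81104, 54293 and 43864 in control 1, control 2, mutant 1 and mutant 2. The others lie on chromosome 17 from 39979601 to 39986400, on chromosome 2 from 98502201 to 98509000, and on chromosome 9 from 3015201 to 3032800 and from 2999801 to 3008600. A candidate explanation is reads from sequence present in many copies. Reads piled up this way would be as abundant in mutant 2 as in the other libraries, although mutant 2 was less enriched elsewhere. The fold over the library average in mutant 2, relative to the mean of the others, was 0.86 at the median of the 5 regions, from 0.70 on chromosome 11 to 1.18 for the region starting at 2999801 on chromosome 9. These folds were worked out from the mean score per window and not from read counts. Regions of such high scores may hold windows whose score SICER caps, so their folds are uncertain. For regions called in all 4 libraries outside the clusters it was 0.79. The 5 regions thus did not behave alike and no input library was used here, so the pattern cannot be told apart from such reads. No biological explanation was tested.

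The first region of the mitochondrial chromosome (1 to 6400) scored 4619 in mutant 1 and 5757 in mutant 2, against 96 in control 2 and no island in control 1. Its log2 fold change was 5.87 (standard error 0.52, adjusted p = 0.021 from limma), higher in both mutants. With so little signal in controls, the size of this change rests on the pseudocount. The log2 fold change was 3.13 with a pseudocount of 10 times the smallest island score and 9.28 with a pseudocount of 1. It was the only merged region of 2801 past the threshold, and 163 had an unadjusted p under 0.05. Depth was weighed first: mutant 1 had 1.02 times the reads per window of control 1, which leaves too small a difference to account for it. A difference between litters does not account for it, since each litter holds 1 control and 1 mutant. Within pairs the log2 difference was 5.81 and 5.93, while replicate 2 was above replicate 1 by 0.74 in controls and 0.86 in mutants. The same direction in both pairs was part of the rule by which the region was named. Another candidate explanation is the amount of mitochondrial DNA in the precipitate. The second mitochondrial region (11001 to 16200) also rose, by a log2 fold change of 2.14, but its adjusted p was 0.814 (limma). Without an input library the region cannot be told apart from this explanation. The adjusted p of the first region was above 0.05 with 5 of the 9 other settings set beforehand in which it could be tested, among them 0.074 with a pseudocount of 10 times the smallest island score and 0.460 with a pseudocount of 1. The 5 include stricter islands (0.189) and equal numbers of islands (0.173). Adding the replicate block to another setting was chosen after seeing the data. With the block, the adjusted p was 0.007 with stricter islands and 0.029 with equal numbers, and above 0.05 in 4 of 8 such fits.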

How the results depend on the processing

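Alternatives are those set before the data were examined, unless said otherwise. There were 153 values under another setting, 27 of them chosen after seeing the data. Of the 153, 122 kept their direction or stayed within the spread, 4 reversed, 18 moved and 9 no longer passed the threshold. The 4 include no value with a library left out. Several such values changed sign and are counted among the 122 or the 18. The 122 include 10 values of cluster coverage that cannot change, since the clusters lie on autosomes and a difference of means is the same within pairs. They also include all values of cluster coverage with a library left out. With 2 libraries per genotype, leaving out a library cannot move a difference of means by more than the pooled SD of the groups. Staying within that spread is therefore no sign that the cluster coverage is stable. Autosomes only and regions called in all 4 libraries leave out the only merged region past the threshold, so they do not test it. For the other changes the cause was not tested.

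The odorant receptor cluster share reversed from a log2 ratio of 0.05 to -0.06 with stricter islands, -0.17 with equal numbers of islands and -0.10 by island score. The overlap of same-genotype against different-genotype libraries reversed from -2.83 to 4.16 percentage points when taken over the smaller set, where the split by littermate pair gave 5.40. Leaving out each library in turn gave log2 ratios from -1.22 to 0.26 for the number of islands, from -0.15 to 0.10 for the mean score per covered kb, from -0.26 to 0.44 for the cluster share, from -0.74 to 0.17 for the length covered and from -0.36 to 0.17 for the cluster score. The cluster coverage ranged from -16.2 to 2.85 percentage points, being positive without mutant 2.

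Regions called by genotype fell from 220 to 81 with stricter islands, and were 177 with equal numbers. They were 219 with autosomes only, 180 with islands within 5 kb joined and 274.5 when islands covered to at least 50% were counted. Merged regions past the threshold went from 1 to 0 with stricter islands, equal numbers, autosomes only, a pseudocount of 10 times the smallest score, no scaling, or regions called in all 4 libraries, where 88, 183, 159, 58, 223 and 18 had an unadjusted p under 0.05. They rose to 199 with a pseudocount of 1. With that pseudocount the crossed split (control 1 with mutant 2 against control 2 with mutant 1) gave 610. Bins of 1 Mb went from 0 to 53 with equal numbers of islands, where the crossed split gave 64 and the replicate block 0 (62 at an unadjusted p under 0.05). In every other setting tried for bins the count stayed at 0, with 8 to 90 at an unadjusted p under 0.05. With the replicate block the merged regions stayed at 1 and the bins at 0. With its 1 residual degree of freedom, that fit of the merged regions took 1 common variance for all regions, so its p values rest on that assumption. Adding the block to another setting was chosen after seeing the data. With it, 1 merged region passed with stricter islands, equal numbers, islands within 5 kb joined or the share of the summed score (56, 159, 82 and 113 at an unadjusted p under 0.05), and 0 passed with autosomes only, a pseudocount of 1, a pseudocount of 10 times the smallest score, no scaling, all merged regions, or regions called in all 4 libraries, where 149, 221, 20, 5, 577 and 15 had an unadjusted p under 0.05. Leaving out a library leaves 1 in a genotype, so no count of regions or bins was made there.

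Cluster coverage (difference -6.69 percentage points) was -5.44 with stricter islands, -5.02 with equal numbers and -7.01 with moved limits. The smaller cluster on chromosome 7 was less stable. Its difference of -3.80 points became -0.58 with stricter islands, -1.13 with equal numbers and -13.95 with moved limits. The score inside the clusters relative to outside kept its sign in these settings and with autosomes only, as did the enrichment in regions called in all libraries (log2 ratio -0.04), which was chosen after seeing the data. None of these settings takes the 5 highest-scoring merged regions out of the score outside. With 2 libraries per genotype, none of these differences could pass a permutation test at 0.05.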

Differences from the paper's values

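The paper's text gives no number for a measure computed here from the islands. It reports an unchanged distribution of H3K9me3 across the genome. Here 1 of 2801 merged regions, on the mitochondrial chromosome from 1 to 6400, passed an adjusted p of 0.05 (limma), with a log2 fold change of 5.87. The size of that fold change rests on the pseudocount. Without an input library, the region cannot be told apart from the amount of mitochondrial DNA in the precipitate. It is therefore not shown to be a change in H3K9me3. With autosomes only, 0 of 2787 regions passed and 159 had an unadjusted p under 0.05.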

Other observations

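All tests of explanations in this part were chosen after the results were seen.

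Mutant 2 had the lowest coverage of the odorant receptor clusters, 36.1% against 48.8% in control 1, 55.8% in control 2 and 55.1% in mutant 1. Fewer reads do not account for it, since mutant 2 had 1.52 times the reads per window of the median of the other libraries. Mutant 1 was 6.32 percentage points above its littermate control, and control 2 was 3.78 points above the mean of replicate 1. Each of these values rests on 1 mouse or 1 pair, control 2 had the most reads per window, and coverage was not corrected for depth. The pattern therefore cannot be told apart from loss of lamin B1 or from the litter or treatment round. Weaker enrichment in mutant 2 throughout the genome is another candidate explanation. In the 819 regions called in all 4 libraries outside the clusters, the median enrichment over the library average was 3.01 in control 1, 2.99 in control 2, 3.39 in mutant 1 and 2.48 in mutant 2, so that mutant 2 had 0.79 of the mean of the others. In the 189 such regions inside the clusters it was 3.14, 3.10, 3.57 and 2.40. The ratio of inside to outside was 1.04, 1.04, 1.05 and 0.968. A library of weaker enrichment may thus have the fewest islands at high depth, which is a hypothesis from the same 4 libraries. A mislabelled library was not tested.

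Regions shared by 2 libraries and absent from the other 2 were most numerous for the crossed split, with 603 in control 2 and mutant 1 only and 7 in control 1 and mutant 2 only. Splitting by genotype gave 220 in all and by littermate pair 244. Control 2 and mutant 1 were the 2 libraries with the most islands. With equal numbers of islands per library the crossed split gave 182 regions, the genotype 177 and the littermate pair 165, so the crossed split had 1.03 times as many as the larger of the others. The number of islands called per library may therefore account for the excess. With 3 possible splits of 4 libraries, a genotype effect on the islands could not be told from chance.

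Of the islands, 36.4% in control 1, 25.5% in control 2, 30.1% in mutant 1 and 31.8% in mutant 2 lay on chromosomes 2, 7 and 9.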
